# Molecular Mechanism for Stress-Induced Depression Assessed by Sequencing miRNA and mRNA in Medial Prefrontal Cortex

**DOI:** 10.1371/journal.pone.0159093

**Published:** 2016-07-18

**Authors:** Ke Ma, Li Guo, Aiping Xu, Shan Cui, Jin-Hui Wang

## Abstract

**Background:**

Major depression is a prevalent mood disorder. Chronic stress is presumably main etiology that leads to the neuron and synapse atrophies in the limbic system. However, the intermediate molecules from stresses to neuronal atrophy remain elusive, which we have studied in the medial prefrontal cortices from depression mice.

**Methods and Results:**

The mice were treated by the chronic unpredictable mild stress (CUMS) until they expressed depression-like behaviors confirmed by the tests of sucrose preference, forced swimming and Y-maze. High-throughput sequencings of microRNA and mRNA in the medial prefrontal cortices were performed in CUMS-induced depression mice versus control mice to demonstrate the molecular profiles of major depression. In the medial prefrontal cortices of depression-like mice, the levels of mRNAs that translated the proteins for the GABAergic synapses, dopaminergic synapses, myelination, synaptic vesicle cycle and neuronal growth were downregulated. miRNAs of regulating these mRNAs are upregulated.

**Conclusion:**

The deteriorations of GABAergic and dopaminergic synapses as well as axonal growth are associated with CUMS-induced depression.

## Introduction

Major depressive disorder is featured as anhedonia and low self-esteem. The chronic stress to the genetically susceptible subjects leads to the deficits of monoamine, brain-derived neurotrophic factor and hypothalamus-pituitary-adrenal pathway [1–6], which induce neuronal atrophy in brain reward circuits, such as prefrontal cortex and nucleus accumbens, in depression patients and depression-like animals [7–13]. Genetic analyses by blood and dermal cells indicate that the deficits of numerous genes are related to genetic susceptibility for major depression [14–18]. However, these data may not reflect how stress environments influence these molecules in the brain that mediate pathological changes in major depression, such that gene analyses in depression-related brain regions are needed [19–22].

The analyses of gene expression in the limbic system from depression subjects indicate that many genes are involved in major depression, in which some of them differ from the analyses in the peripherals. The changes of these genes may lead to the depressed cell metabolisms and synapse functions [19–23]. The change of gene expression in the brain is presumably caused by a process that environmental factors make epigenetic dysregulation and in turn lead to major depression [24–26]. This assumption is granted by analyzing microRNA (miRNA) in certain brain areas from the postmortem tissues of major depression patients [27–31] and from the brain tissues of depression-like mice [32, 33]. The reaction chain from stress to miRNA dysregulation, messenger RNA (mRNA)/protein expression alternations and neuronal atrophy is presumably related to major depressive disorders. However, the molecules identified for major depression appear varied in these reports. The inconsistence may be due to the analyses applied in these studies from the different experiment models, brain areas, animal species and/or the approaches by analyzing mRNA or miRNA. For instance, the changes of miRNAs in the reports without the alternations of their targeted mRNAs in other reports imply that these miRNAs may not reach the thresholds to regulate their mRNAs. The changes of mRNAs without the alternations of their correspondent miRNAs imply that these changed mRNAs are regulated by other mechanisms. Thus, the associative assessments of miRNAs and mRNAs [14] from the brain regions that are involved in depression-related dysfunctions [34] may examine the data validation and strengthen the conclusion about the chain from stress to neuron atrophy via miRNA and mRNA/protein expression dysregulation.

We have studied molecule profiles related to major depression in depression-like mice induced by chronic unpredictable mild stress (CUMS), since the animals were thought to be the desirable system for gene analyses in the brain to reveal the molecules relevant to this disorder [6, 35] and the neuropathological changes were clearly detected in medial prefrontal cortices from CUMS-induced depression mice [34]. The gene expression was analyzed by sequencing miRNA and mRNA in the medial prefrontal cortices from CUMS-induced depression mice versus control. By the associated analyses and comparisons, we expect to figure out the signaling pathways in the medial prefrontal cortex related to stress-induced depression, in order to provide the guidelines for addressing the molecular mechanisms of major depressive disorder and for developing its therapeutic strategies.

## Methods and Materials

### Ethic issue

All experiments were conducted in accordance with the guidelines and regulations by Administration Office of Laboratory Animals at Beijing China. All experimental protocols were approved by Institutional Animal Care Unit Committee in Administration Office of Laboratory Animals at Beijing China (B10831). In terms of the living conditions for the mice under the normal life and control group, they are housed in the cages (32×16×16 cm) with free access water and food pellets under the circadian of 12 hours in the light (7:00 am to 7:00 pm) and the rest of 12 hours in the dark. Ambient temperature and relative humidity are maintained at 22±2°C and 55±5%, respectively. The standards are maintained in the specific pathogen free (SPF).

### The procedures of chronic unpredictable mild stress (CUMS)

C57BL/6J juvenile mice were used to analyze the molecular profiles associated with major depression. The male mice were used starting at postnatal days 21 for making depression model. In week one for their adaptation to the experiments, the body weight, locomotion, sucrose preference and Y-maze tests of these mice were measured to select the healthy ones for our study. The mice of showing consistent values in these measurements were separated into two groups, CUMS and control, in order to reduce the variations among these mice. The control mice lived without the following stresses.

Based on depression risk factors, such as weaknesses in cognitive function, emotional regulation, social interaction skill, circadian and stress responses [36], we used chronic stress to produce depression-like mice in the following principle. The mice lived in stressful environment, made efforts to challenge these conditions and experienced defeat outcomes, which drove them to feel cognitive and emotional inabilities and in turn to be anhedonia and low self-esteem. The procedures for the CUMS mice include their adaptation, the CUMS and the behavioral tests [34].

The stressful environments included social isolation, tilted cage, empty cage, damp sawdust cage, restraint space, white noise, strobe light and circadian disturbance [1, 5, 37–39]. Except for the social isolation, these conditions were randomly selected to treat the mice in the manners of their separations or combinations every day. These treatments were applied about 1~14 hours in durations and 1~12 hours in intervals [34]. The duration and interval were unpredictable to the mice. The CUMS was sustained for three weeks until some of these mice expressed anhedonia and low self-esteem.

### Behavior assays for major depressive disorders

Whether the CUMS-treated mice in three weeks fell into anhedonia and low self-esteem was tested in day 29~31. The sucrose preference test (SPT) and Y-maze test (YMT) were used to assess the anhedonia, and the forced swimming test (FST) was used to estimate their self-esteem [9, 40–43]. The SPT was conducted by 1% sucrose water versus water for four hours. The SPT value was presented as a ratio of the ingested sucrose water to the ingested sucrose water plus water. The YMT was performed by monitoring mouse staying in a special arm and other two arms for 2 minutes. The end of this special arm included a female mouse (named as M-arm). M-arm stay time was presented by a ratio of stay time in M-arm to that in three arms. The FST was done by recording immobile time in the water cylinder (10 centimeters in diameters and 19 centimeters in water depth at 25±1°C) for 6 minutes. To quantify the FST, immobile time and latency (a period to mouse immobility in the first time) were presented. The SPT, YMT and FST was done before and after the CUMS. Before each SPT, the mice in the CUMS and control were deprived from food and water for 3 hours to drive their intension of drinking water. In the YMT, these arms were cleaned by 70% ethanol and then water after each test to reduce the effect of odor on the test. Carefulness in these tests was taken by performing them in a quiet room, no additional stresses, same circadian circle for all mice and their adaptation in the test environment [34].

An expression of depression-like behaviors was accepted if the mice in the CUMS group showed the decreases in sucrose preference ratio and M-maze stay time as well as the increase in immobile time significantly, compared to these values during their self-control period (the first week for adaptation) and in the control group of the mice. The mice with significant changes in all of three tests were defined as CUMS-induced depression-like mice or depression-like mice. The CUMS-treated mice in 3 weeks met this criterion about 30%, implying their vulnerability to the stresses. These mice were used as depression-like mice to study the molecular profiles. Some mice without any change in the three tests are considered as resilience, i.e., their invulnerability to CUMS, which were not included in our study. The mechanisms underlying vulnerability and invulnerability to the stress are not our current topic, which will be studied in the future. As 30% of CUMS-treated mice met the depression criteria and all CUMS-treated mice did not show a change of the SPT at the end of week one, the stressful situations in our study were thought to be mild stress.

### RNA purification from medial prefrontal cortices

Twenty-four hours after the mice were surely tested to demonstrate CUMS-induced depression-like behaviors, these depression-like mice and controls were anesthetized by using Isoflurane and decapitated by guillotine. Both sides of the medial prefrontal cortices were quickly isolated and dissected on ice-cold glass slides. These cortical tissues were placed into the frozen vials that contained RNAlater RNA Stabilization Reagent (QIAGEN, Germany) at 4°C and stored at -80°C for subsequent analyses. Total RNAs from the tissue of medial prefrontal cortex in each mouse were isolated with TRIzol Reagent (Life Technologies, Carlsbad, CA, USA) based on the manufacturer instruction. Total RNA samples placed in the dried ice were delivered to Beijing Genomics Institute (BGI), China for sequencing analysis. RNA samples were done with quality-control by BGI staff using Agilent 2100 Bioanalyzer (Agilent Technologies, USA) with RNA 6000 nano Reagents Port 1. The concentrations of the total RNA, the values of RNA integrity number (RIN) and the ratios of 28S to 18S ribosomal RNA were measured. The samples with total RNA amount larger than 10 μg, the concentration larger than 200 ng/μl, the RIN larger than 8, and the ratio of 28S to 18S larger than 1.0 were selected for the construction of transcriptome and small RNA libraries, respectively.

### RNA sequencing

mRNAs were extracted from the total RNA by oligo(dT) beads. mRNAs were randomly sheared into 200 bp fragments that were reversely transcribed into the complementary DNA (cDNA) by random oligonucleotides. Upon end repair, these synthesized cDNAs were purified by using QiaQuick PCR extraction kit and ligated by sequencing adaptors. After the amplification with Illumina PCR Primer Cocktail within 15 cycles of PCR reaction, these cDNAs were size-selected and purified by agarose gel electrophoresis. cDNAs with the sizes between 200 and 300 bp were selected for the library construction.

In the meantime, the miRNA sequencing library was constructed from those total RNAs, in which low molecular weight RNAs (18–30 nt) were isolated by the polyacrylamide gel electrophoresis. 5ˊ-RNA adapter was ligated to RNAs with T4 RNA ligase. The ligated RNAs were size-fractionated and 36–50 nucleotide fractions were excised. 3ˊ-RNA adapter was subsequently ligated to the precipitated RNA by using T4 RNA ligase. The ligated RNAs were size-fractionated and the 62–75 nucleotide fraction (small RNA+adaptors) was excised. Small RNAs ligated with adaptors were subjected to RT-PCR to produce sufficient templates for the sequencing. PCR products were purified and collected by gel purification and ready for the high-throughput sequencing.

The qualities of transcriptome and small RNA libraries were assessed by using the Agilent 2100 Bioanalyzer (Agilent Technologies, CA USA). The quantity of PCR products was verified by quantitative PCR in ABI StepOnePlus Real-Time PCR System. After the quality and quantity of the prepared libraries were confirmed to be qualified, their sequencings were done by using Illumina HiseqTM 2500 platform (Illumina Inc., San Diego, CA USA). The average reading length of two libraries were about 100 bp (pair-end) and 49 bp (single-end), respectively.

### Bioinformatics for mRNA

The original image data was transferred into the sequence data by base calling, which were defined as raw data or raw reads. DynamicTrim Perl script implemented in SolexaQA package was performed to control the quality of raw sequencing data based on the following criteria. 1) Remove the reads with adapters. 2) Remove the reads in that the unknown bases were more than 10%. 3) Remove the reads with 50% of the bases with low quality score (PHRED score 5). After filtering, the remained reads were called as the "clean reads" and then mapped to mouse genome reference sequence (UCSC mm10) by using TopHat v1.0.12 which incorporated Bowtie v0.11.3 software to perform the alignments. For the alignment and mapping, the maximum of allowable mismatch was set to 3 for each read. The sole reads uniquely aligned to the genes were used to calculate gene expression level. The reads per kilo-base per million reads (RPKM) were used for gene expression and the genes with low expression level (RPKM< 0.5) were removed for further analysis.

We screened the differentially expressed genes (DEGs) based on NOIseq package method, which determined DEGs between two groups with the biological replicates. The threshold used to identify DEGs was fold-change larger than 1.5 and the diverge probability larger than 0.8. We subsequently conducted a pathway enrichment analysis of DEGs’ association with physiological or biochemical processes. In these enrichment analyses, we used the hypergeometric test implemented in the tool WebGestalt (version 2) and the canonical pathways from the Kyoto Encyclopedia of Genes and the Genomes (KEGG) database. This analysis would identify the enriched metabolic pathways or signal transduction pathways in DEGs that were compared with whole genome background. *P-*values from the hypergeometric tests were adjusted by Benjamini-Hochberg method. Those pathways with adjusted *p*-values less than 0.05 were considered to be significant enrichments.

### Bioinformatics for miRNA

49 nt-sequence tags from Hiseq sequencing were initially processed to remove adaptor sequences, low-quality reads and contaminants for the credible clean reads. To remove the reads from ncRNA (noncoding RNA), such as rRNAs (ribosomal RNAs), tRNAs (transfer RNAs), snRNAs (small nuclear RNAs), snoRNAs (small nucleolar RNAs) and repeat RNA, we aligned the reads to the Genbank database and Rfam database with blast or bowtie softwares. All of the high-quality clean reads ranging from 18–25 nt were matched to the known miRNA precursor of corresponding species in miRBase to obtain the miRNA count. The detailed criteria include: 1) align the tags to miRNA precursor in miRBase with no any mismatch, 2) based on the first criteria, the tags align to the mature miRNA in miRBase with at least 16 nt overlap allowing offsets. Those miRNAs satisfied with these criteria would be counted to get the expression of identified miRNAs. The remained reads without any annotation were used to predict the potential novel miRNAs and its stem loop structure by Miredp based on the references [44, 45]. To correct the biased results from low expression, we discarded miRNAs with read counts less than 5 in the differential expression analysis.

We used DESeq software algorithm that was based on negative binomial distribution and biology duplicate samples to compare the known or novel miRNA expression in control versus depression groups. The criteria for assigning significance included that *P*-value was less than 0.05 and the fold-change was larger than 1.5. Gene targets of differentially expressed miRNAs were predicted with four miRNA target prediction softwares, such as Targetscan, PITA, RNA22 and miRDB. To eliminate bias caused by a single database prediction, the genes predicted by more than two softwares were chosen for further analysis.

### Integrated miRNA/mRNA network analysis

To find the correlations between different expression of miRNAs and their target mRNAs, a series of bioinformatics analyses were performed. miRNAs were usually negatively correlated with their targeted mRNAs, in spite of a few exceptions [46]. To identify the potential miRNA-regulated target genes, the datasets of differentially expressed miRNAs and transcripts were integrated. We set the following criteria for the potential targets. The target mRNAs and miRNAs should be simultaneously and reversely changed in our analyses. The target mRNAs should be predicted by miRNAs at least from the two softwares of PITA, Targetscan, RNA22 and miRDB. The compliant miRNA target predictions were compared with those of DEGs from transcriptome sequencing to detect overlap. Interactive networks from the differentially expressed miRNAs and the simultaneously expressed target mRNAs were visualized by using Cytoscape software (San Diego, CA, USA).

### Quantitative RT-PCR for the validations of miRNA and mRNA

To validate the results from High-throughput sequencing, we used quantitative real-time RT-PCR (qRT-PCR) by SYBR Green technique to analyze five mRNAs and four miRNAs that were involved in different cellular functions as well as were significantly difference between control (n = 8) and depression-like mice (n = 8), in which the samples were used from those tissues for High-throughput sequencing. All gene primers produced the amplicons which spanned two exons. Each of them were located in the highly conserved coding regions and included all known alternatively spliced mRNA variants (S1 Table). Briefly, RNAs were isolated from the tissues of the medial prefrontal cortex by using Trizol method. cDNAs were synthesized for mRNA expression assays from total RNA in 10 μl volume with 2 μl PrimeScript™ RT Master Mix (TaKaRa Biotechnology Co. Ltd. Dalian China), 1 μl total RNA and 7 μl ddH_2_O. cDNAs were synthesized for miRNA expression assay from total RNA of the same sample in a 25 μl volume, including 2 μl total RNA, 2 μl reverse transcription primer (random primers for U6 rRNA and Bulge-LoopTM miRNA, RiboBio, China), 5 μl RT Buffer, 0.5 μl PrimeScript^™^ II Reverse Transcriptase (200 U/μl), 0.5 μl Rnase inhibitor (40 U/μl), 2 μl dNTP (2.5 mM) and 13 μl ddH_2_O. qRT-PCR was done by using biosystems QuantStudio 7 Flex (Life Technologies, USA). Each reaction was carried in a total volume of 20 μl including 1 μl cDNA, 10 μl SYBR Premix Ex Taq^™^ Ⅱ (TaKaRa Biotechnology Co. Ltd. Dalian, China), 0.5 μl/primer and 9 μl ddH_2_O, in which the program was set to 95°C in 5 min for pre-incubation, 40 cycles at 95°C in 5 seconds and at 60°C in 20 seconds for the annealing and amplification, as well as finally addition dissociation curve. The relative expression level of mRNAs in the tissue was normalized to an internal reference gene Beta-actin or GAPDH. The relative expression level of miRNAs in the tissue was normalized to U6 small nucleolar RNA. All qRT-PCR runs were repeated in three replications. The results were calculated with the 2^-ΔΔCt^ method.

### Dual luciferase reporter assay

The 3′-untranslated region (UTR) sequence of targeted gene was amplified and fused into the *XhoI* and *NotI* sites of a dual luciferase vector psiCHECK2, a generous gift from Dr. Xue (Institute of Biophysics, Chinese Academy of Sciences). The site-directed mutation of the detected miRNA targeting site of 3′-UTR fragment was constructed based on a guideline of QuikChange Lighting Site-Directed Mutagenesis Kit (Stratagene, La Jolla, CA, USA). For luciferase reporter detection, HEK293T cells were planted in RPMI media containing 10% fetal bovine serum at 5×10^4^ cells per well in 24-well plates. After 24 hours, these cells were co-transfected with 20 ng psiCHECK2-3’UTR wild-type or mutant reporter plasmids. In the meantime, these wells of cell culture were added by 50 nM of miRNAs mimic or miR-NC by using Lipofectamine 2000 transfection reagent (Invitrogen, Carlsbad, CA, USA). The activities of firefly and Renilla luciferase were assessed after 48 hours by using Dual-Glo® Luciferase Assay System (Promega, Cat. E2920, USA), based on manufacturer protocols. Each treatment was performed in the triplicates in three independent experiments.

### Statistical analyses

Initial processing raw data of mRNA and miRNA expression profiles were performed by using NOIseq and DESeq software algorithm, respectively. The data of the behavior tests, luciferase activity and gene analyses are presented as mean±SEM. Relationships between miRNA and its target prediction were assessed by Pearson’s correlation coefficients. Unpaired Student t-test was used to make the statistic comparison between control and depression-like mice. *P*<0.05 is considered statistically significant.

## Results

### Chronic unpredictable mild stress induces the mice to express depression-like behaviors

The mice were treated by CUMS or control for three weeks and their mood states were assessed by the tests of sucrose preference (SP), Y-maze (YM) and forced swimming (FS), where the procedures were given in our previous study [34]. The mice with significant changes in all of three tests were defined as CUMS-induced depression-like mice, or depression-like mice. 30% of the CUMS-treated mice met the criteria of depression state. In the mice of expressing the significant changes in all of these tests, the SPT values are 59.58±2.2% in CUMS-treated mice (n = 10) and 83.62±1% in control mice (n = 11, Fig 1A). The values from CUMS-treated mice versus controls are statistical difference (*p*<0.001, unpaired student t-test). The ratios of stay time in the M-arm to stay time in the total arms are 29.5±1.6% in CUMS-treated mice (n = 10) and 35.2±1.3% in controls (n = 11, *p*<0.05, unpaired student t-test; Fig 1B). The values of immobile time in the FST are 159.6±3.3 seconds in CUMS-treated mice (n = 10) and 144.4±1.8 seconds in controls (n = 11, *p*<0.01, unpaired student t-test; Fig 1C). The mice that show the significant changes in all of these values are thought as depression-like mice, which are used for studying molecular profiles.

**Fig 1:**
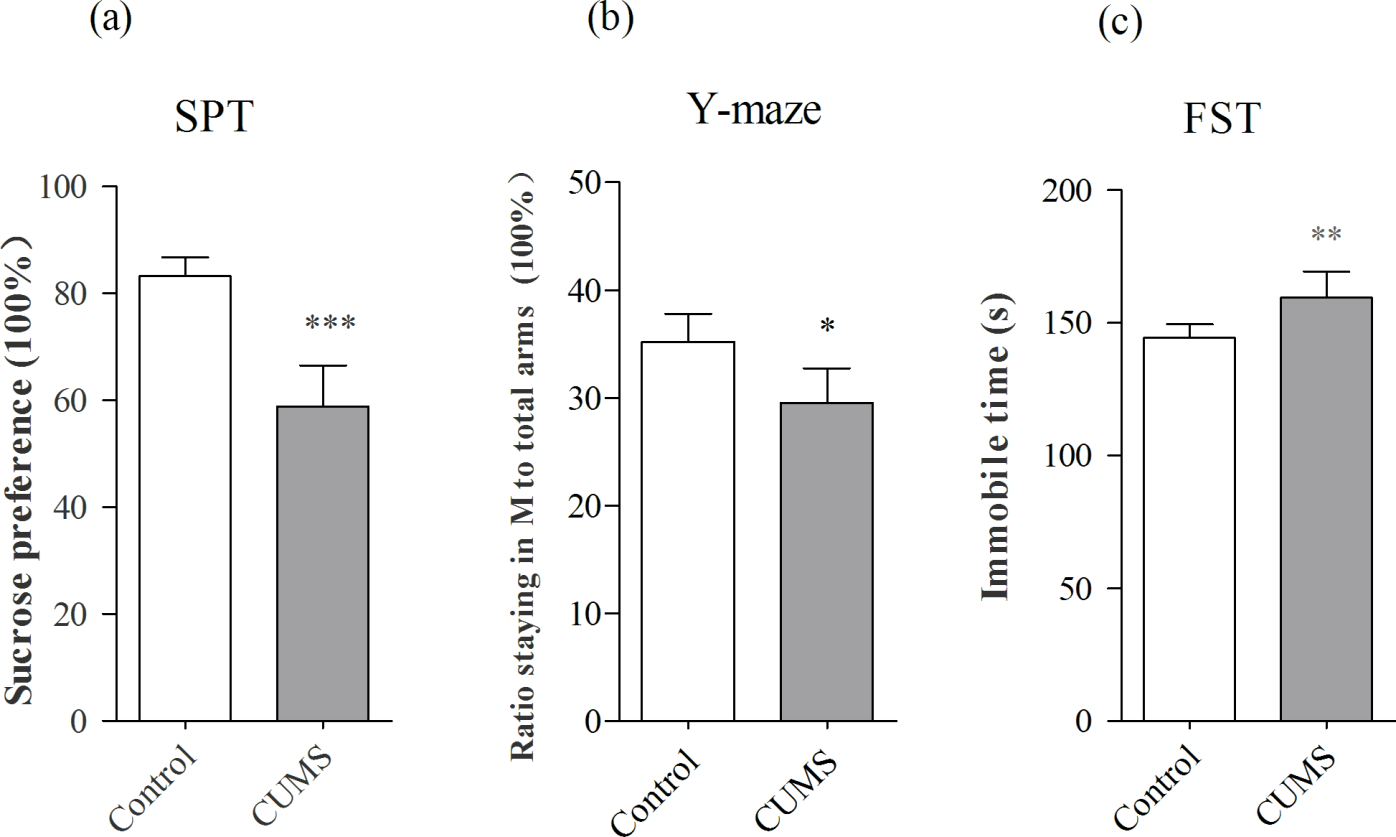
Chronic unpredictable mild stress (CUMS) leads the mice to express depression-like behaviors. Mice were subjected to the adaptation for a week, the CUMS for three weeks and the behavioral tests in three days. Behavior tests showed the significant decreases in sucrose preference (a) and the ratios of stay time in M-arm to stay time in three arms (b) as well as the increase in immobile time (c) from CUMS-induced depression mice (n = 10) and controls (n = 11). The results are expressed as mean ± SEM. *p<0.05, **p<0.01, ***p<0.001.

As neuronal dysfunction in the medial prefrontal cortex is associated to depression-like behaviors [34], we investigated its molecular mechanisms by sequencing miRNAs and mRNAs to quantify their expression levels in this cortical area from depression mice and controls.

### Overall qualities of RNA-Sequencing dataset

High-throughput RNA-sequencing was used to measure transcriptome and microRNA expression profiles in each sample of the medial prefrontal cortices from depression-like mice versus control mice. RNAs from 45123294 to 45175652 raw sequence reads about 100 bp were obtained from mRNA library Illumina sequencing (two depression-like libraries and two control libraries). After filtering the reads that contained N with adaptor sequence and low quality, 4.5 GB clean reads from each library were generated and mapped, which were about 78.84~79.62% of the total reads from the mouse genome (UCSC mm10) equivalently for all samples (S2 Table). In addition, the totals about 14297163~14962143 raw sequence reads were produced in the small RNA library. 

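Small RNA libraries were made from medial prefrontal cortices of mice under CUMS and of control mice, with 2 libraries in each group. CUMS is a schedule of varied mild stressors applied for 3 weeks. The paper kept only the stressed mice with depression-like behaviour and left out the resilient ones. Exposure to stress and this selection therefore cannot be told apart in the comparison of CUMS with control. The authors matched the clean reads to the miRNA precursors of miRBase with no mismatch and counted them per mature miRNA. They then compared the groups with DESeq, which divides the reads of each library by a size factor. The authors' deposited table lists 1038 known miRNAs. For each one it gives the mean normalized count of each group, their ratio as a fold change, and an unadjusted and an adjusted p-value. The values of single libraries were recovered from the group means. A group mean is a whole number of reads in one library times a fixed step plus a whole number of reads in the other library times another step. With 2 steps for each group, 100% of the 1038 values of each group came out as whole reads. Size factors computed anew from the recovered reads, as the median of ratios over the 650 miRNAs with reads in every library, were 1.02 and 1.00 for the control libraries and 1.06 and 0.944 for the CUMS libraries, equal to those in the steps. The recovered totals on known miRNAs were 10533646 reads in control library a, 10783592 reads in control library b, 10427625 reads in CUMS library a and 9589323 reads in CUMS library b. The letters only separate the libraries of a group, since the means do not tell which library is the first or the second replicate. The smallest share that 3 reads can show was between 2.78e-05% and 3.13e-05% of a library. These floors cover counting error only, because the reads carry no molecular identifiers. With 2 libraries against 2, the smallest p of a two-sided exact permutation test is 0.333, so no difference of a single miRNA can be shown between the groups by such a test.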

After filtering and trimming the reads with low quality and adaptor, the totals of clean small RNA reads about 13838056~14487369 were obtained (S3 Table). The distribution of the clean small RNA reads varied in a range of 10 to 44 nucleotides each library. The most abundant lengths were 22 nucleotides (S1 Fig). All high-quality clean reads larger than 18 nucleotides were mapped to the mouse genome. The genome-matched reads were divided into the different categories of small RNAs according to their biogenesis and annotation (S2 and S3 Figs). The most abundant RNA category from each library was miRNA. 

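The reads counted on known miRNAs were set against the clean reads of the libraries in S3 Table. The library of each group that a total belongs to is not known, so each total is given against both libraries of its group. Control library a had 72.7% to 73.0% of its clean reads on known miRNAs, and control library b had 74.4% to 74.7%. CUMS library a had 74.2% to 75.4%, and CUMS library b had 68.3% to 69.3%. The totals may hold some reads more than once, to an extent that cannot be read from the table. miR-199a-3p and miR-199b-3p had the same reads in all 4 libraries, and mmu-miR-486a-5p and mmu-miR-486b-5p had nearly the same, with 121988 and 122275 reads in control library a. Equal numbers at few reads can also arise by coincidence. The 10 most abundant miRNAs took between 61.2% and 62.7% of the miRNA reads of a library. The share of miR-181a-5p was 12.7% and 13.6% of the reads in the control libraries and 14.2% and 15.1% in the CUMS libraries. The share of let-7f-5p was 17.8% and 12.2% in the control libraries and 12.7% and 12.9% in the CUMS libraries. The other RNA categories were not analysed here.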

The high qualities of transcriptome and small RNA sequencing data were used for further analysis.

### The changes of mRNA in the medial prefrontal cortices from depression-like mice versus control

mRNAs in the medial prefrontal cortex (mPFC) were quantified by sequencing total RNAs. We computed RPKM values for those genes. Genes with lower expression level (RPKM<0.5) were removed, such that 17,778 mRNAs were left for differential expression analyses with NOISeq. After mapping the reads referred to the mouse genome, these 17,778 mRNAs from clean read sequences with high quality included the 8181 upregulated mRNAs and the 9381 downregulated mRNAs by the comparisons between CUMS-induced depression and control mice. The expression profile of mRNAs is presented in Table 1 if their expressions alter above 1.5 fold in depression-like mice versus controls (probability≥0.8), which is a criterion to make sure gene expression alternations [32, 33]. 40 mRNAs are significantly downregulated in the mPFC from CUMS-induced depression mice as well as 10 mRNAs are upregulated (Table 1). The decreased expressions of mRNAs in CUMS-induced depression mice include Slc6a11, Hap1, Gad1, Gad2, Gng4, Slc32a1, Doc2g, Slc32a1, Magel2, Prkcd, Ngfr, Dusp1, Th, Itih3, Cacna2d2, Arc, Mbp, Peg10, Fos, and so on. Based on the bioinformatics of mRNA-guided protein translation (KEGG database), the downregulations of these genes and their translated proteins in Table 1 are associated to the dysfunction of the following signaling pathways and processes in the mPFC neurons from depression-like mice, such as the GABAergic synapses, dopaminergic synapses, synaptic vesicle recycling, amphetamine/morphine addictions, neurotrophin signaling, MAPK signaling and chemokine-cytokine receptor signaling (Table 2). Thus, the GABAergic synapses, dopaminergic synapses, reward circuits, axon growth and neural-immune process in the medial prefrontal cortex appear dysfunctional for the pathogenesis of major depression. It is noteworthy that the genes, such as Hbb-b1, Nr1d1 and so on, are upregulated in the CUMS-induced depression mice, though their roles in major depression are unclear.

**Table 1:** mRNAs with differential expression over 1.5 folds and their characteristics.

Symbol	GeneID	Means-Control	Means-CUMS	Fold change (CUMS/Control)	Probability	Chromosomal Map	Description
Mbp	17196	1167.25	774.21	0.663277	0.808471	18 E2-E4	myelin basic protein
Gad1	14415	158.22	104.29	0.659166	0.808415	2 D	glutamate decarboxylase 1
Htra1	56213	95.96	61.69	0.642924	0.814490	7 F3	HtrA serine peptidase 1
Slc6a11	243616	97.57	61.69	0.632232	0.819693	6 E3	neurotransmitter transporter, GABA
Hap1	15114	115.88	73.03	0.630221	0.822365	11 D	huntingtin-associated protein 1
Mobp	17433	82.22	51.47	0.626003	0.821802	9 F4	myelin-associated oligodendrocytic basic protein
Cldn11	18417	93.97	58.82	0.625964	0.823124	3 A3	claudin 11
Zcchc12	72693	67.07	41.91	0.624823	0.819159	X A3.3	zinc finger, CCHC domain containing 12
Sparc	20692	144.56	89.25	0.617425	0.829846	11 B1	secreted acidic cysteine rich glycoprotein
Nrsn2	228777	74.56	45.84	0.614833	0.824418	2 G3	neurensin 2
Dusp1	19252	35.145	21.27	0.605349	0.815474	17 A2-C	dual specificity phosphatase 1
Gng4	14706	36.19	21.61	0.597044	0.819327	13 A1	guanine nucleotide binding protein
Npas4	225872	25.01	14.85	0.593762	0.810412	19 A	neuronal PAS domain protein 4
Cryab	12955	64.66	38.07	0.588849	0.833305	9 A5.3	crystallin, alpha B
Slc32a1	22348	76.71	44.67	0.582285	0.838340	2	GABA vesicular transporter
Gpx3	14778	15.01	8.37	0.557776	0.800456	11	glutathione peroxidase 3
Gad2	14417	43.93	23.94	0.545072	0.843796	2 A3	glutamic acid decarboxylase 2
Calb2	12308	36.07	19.11	0.529868	0.844246	8 E1	calbindin 2
Cacna2d2	56808	22.5	11.08	0.492444	0.851783	9 F1	calcium channel, voltage-dependent, alpha 2/delta subunit 2
Fos	14281	46.38	22.25	0.479789	0.872764	12 D2	FBJ osteosarcoma oncogene
Arc	11838	184.07	88.04	0.478323	0.882017	15 D3	activity regulated cytoskeletal-associated protein
Agxt2l1	71760	9.65	4.47	0.462973	0.813787	3 G3	alanine-glyoxylate aminotransferase 2-like 1
Ngb	64242	10.68	4.79	0.44876	0.828355	12	neuroglobin
Cyr61	16007	10.64	4.56	0.42837	0.834683	3 H2	cysteine rich protein 61
Itih3	16426	19	7.78	0.409737	0.868883	14	inter-alpha trypsin inhibitor, heavy chain 3
Zic1	22771	17.51	6.91	0.394804	0.869614	9 E3.3	zinc finger protein of the cerebellum 1
Peg10	170676	10.83	3.88	0.358726	0.854792	6 A1	paternally expressed 10
Nts	67405	9.83	3.15	0.320956	0.864130	10 D1	neurotensin
Th	21823	7.78	2.44	0.313625	0.847789	7 F5	tyrosine hydroxylase
Doc2g	60425	12.95	4.04	0.312355	0.881792	19 A	double C2, gamma
Ecel1	13599	17.63	5.44	0.308565	0.893323	1 D	endothelin converting enzyme-like 1
Baiap3	545192	24.13	7.34	0.30433	0.901817	17 A3.3	BAI1-associated protein 3
Ngfr	18053	5.1	1.49	0.293137	0.807993	11 D	nerve growth factor receptor
Agt	11606	12.24	3.46	0.282564	0.884689	8 E2	angiotensinogen
Dlk1	13386	10.92	2.76	0.253205	0.883226	12 E-F1	delta-like 1 homolog
Prkcd	18753	17.22	4.3	0.249637	0.906626	14 B	protein kinase C, delta
A230065H16Rik	380787	9.24	2.03	0.219697	0.885308	12 F1	RIKEN cDNA A230065H16 gene
Magel2	27385	3.79	0.76	0.200528	0.804534	7 C	melanoma antigen, family L, 2
Igsf1	209268	7.05	1.31	0.185684	0.877995	X A5	immunoglobulin superfamily, member 1
Tmem254c	100039192	5.26	0.96	0.18251	0.850405	14 A3	transmembrane protein 254c
S100a8	20201	0.37	4.47	11.92	0.872427	3 F1-F2	S100 calcium binding protein A8
Tmem254b	100039257	3.74	9.44	2.524064	0.835583	14 A3	transmembrane protein 254b
Gm129	229599	8.29	17.38	2.097105	0.849055	3 F2.1	predicted gene 129
Rs5-8s1	790956	9.10	18.62	2.045579	0.847030	17	5.8S ribosomal RNA
Hba-a2	110257	62.98	125.58	1.993966	0.875267	11	hemoglobin alpha, adult chain 2
Beta-s	100503605	119.82	209.28	1.746662	0.846243	7	hemoglobin subunit beta-1-like
Hba-a1	15122	125.14	203.3	1.624516	0.830999	11 A4	hemoglobin alpha, adult chain 1
Hbb-b1	15129	32.64	52.95	1.622396	0.819468	7 E3	hemoglobin, beta adult major chain
Nr1d1	217166	54.85	86.95	1.585232	0.818652	11 D	nuclear receptor subfamily 1, group D, member 1
Flot2	14252	40.20	61.47	1.529039	0.801131	11 B5	flotillin 2

**Table 2:** Signaling pathways identified by KEGG function analysis based on DEGs data.

Pathway	DEGs with pathway annotation (45)	All genes with pathway annotation (16857)	Contributing Genes	Rich Factor	P-value^a^	Pathway ID
GABAergic synapse	6 (13.33%)	118 (0.7%)	Slc6a11(GAT3), Hap1,Gad2, Gng4,Slc32a1(VGAT), Gad1	0.050847	0.000001	ko04727
Neurotrophin signaling pathway	4 (8.89%)	242 (1.44%)	Magel2, Prkcd, Ngfr,Peg10	0.016529	0.003892	ko04722
MAPK signaling pathway	5 (11.11%)	403 (2.39%)	Dusp1, Itih3, Cacna2d2, Fos, Peg10	0.012407	0.004241	ko04010
Dopaminergic synapse	3 (6.67%)	193 (1.14%)	Fos, Gng4,Th	0.015544	0.014738	ko04728
Amphetamine addiction	3 (6.67%)	126 (0.75%)	Arc,Fos,Th	0.023810	0.004602	ko05031
Chemokine signaling pathway	4 (8.89%)	281 (1.67%)	Gm21586,Prkcd,Gm20878,Gng4	0.014235	0.006585	ko04062
Cytokine-cytokine receptor interaction	4 (8.89%)	348 (2.06%)	Gm20878,Gm21586,Ngfr,Peg10	0.011494	0.013673	ko04060
Synaptic vesicle cycle	2 (4.44%)	119 (0.71%)	Doc2g,Slc32a1	0.016807	0.040170	ko04721
Renin-angiotensin system	2 (4.44%)	26 (0.15%)	Agt,Peg10	0.076923	0.002174	ko04614
Morphine addiction	2 (4.44%)	113 (0.67%)	Gng4,Slc32a1	0.017699	0.036569	ko05032
Chagas disease (American trypanosomiasis)	2 (4.44%)	139 (0.82%)	Fos,Peg10	0.014388	0.053078	ko05142
African trypanosomiasis	5 (11.11%)	60 (0.36%)	Beta-s,Hbb-b1,Hba-a2,Hba-a1,Peg10	0.083333	0.000001	ko05143
Malaria	4 (8.89%)	80 (0.47%)	Beta-s,Hbb-b1,Hba-a2,Hba-a1	0.050000	0.000060	ko05144
Taurine and hypotaurine metabolism	2 (4.44%)	14 (0.08%)	Gad2,Gad1	0.142857	0.000621	ko00430
Type I diabetes mellitus	3 (6.67%)	86 (0.51%)	Gad2,Gad1,Peg10	0.034884	0.001558	ko04940
Alanine, aspartate and glutamate metabolism	2 (4.44%)	41 (0.24%)	Gad2,Gad1	0.048780	0.005348	ko00250
beta-Alanine metabolism	2 (4.44%)	46 (0.27%)	Gad2,Gad1	0.043478	0.006694	ko00410
Intestinal immune network for IgA production	2 (4.44%)	59 (0.35%)	Gm20878,Gm21586	0.033898	0.010825	ko04672
Taurine and hypotaurine metabolism	2 (4.44%)	14 (0.08%)	Gad2,Gad1	0.142857	0.000621	ko00430
Butanoate metabolism	2 (4.44%)	53 (0.31%)	Gad2,Gad1	0.037736	0.008807	ko00650

^a^ *P-*values from the hypergeometric tests were adjusted by Benjamini-Hochberg method.

In order to confirm the data about gene downregulation and upregulation, we ran quantitative RT-PCR (qRT-PCR) from the tissues that had be used for the mRNA sequencing. The expressions of Hbb-b1 (S4A Fig) and Nr1d1 (S4B Fig) are raised, as well as the expressions of Gad1 (S4C Fig), Mbp (S4D Fig) and Slc6a11 (S4E Fig) are decreased in CUMS-induced depression mice, compared to the control mice (*p*<0.01). The consistent results achieved by mRNA sequencing and qRT-PCR support the validation of our study.

The level of mRNAs in the cells is affected by miRNAs, through which the bindings of miRNAs with their dicers degrade mRNAs and weaken their translations [47–50]. If the downregulated mRNAs in the mPFC from depression mice are caused by miRNAs, their correspondent miRNAs will be upregulated. To test this hypothesis and validate our data about mRNA changes, we analyzed the changes of miRNAs by their sequencings in mPFCs from depression-like mice versus controls.

### The changes of miRNA in the medial prefrontal cortices from depression-like mice versus control

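By the paper's criteria of an unadjusted p under 0.05 and a fold above 1.5, the authors' deposited table holds 17 known miRNAs with a mean of at least 5 in a group, 3 higher and 14 lower in CUMS. Its adjusted p is under 0.05 for 10 of them, and all 10 are lower in CUMS. Of the 17, 12 belong to the miR-183, miR-96 and miR-182 cluster and the miR-200 clusters described below, and 5 lie outside them. The 12 are lower in CUMS and had their most reads in control library b. The CUMS libraries lay outside the range of the control libraries for 4 of the 17. The paper's Table 3 lists 22 known miRNAs. Of these, 2 are among the 17 in the authors' deposited table, miR-879-5p and miR-217-5p, and the p of the other 20 lies between 0.0551 and 0.431 there. With a Benjamini-Hochberg adjustment over the 22 alone, 1 of the p-values in the authors' deposited table stays under 0.05. The fold of the group means is above 1.5 in either direction for 21 of the 22, and miR-490-5p falls just short of it. The edgeR quasi-likelihood test with TMM normalization, run on the recovered reads of 719 miRNAs with at least 5 reads in a library, called 24 miRNAs by the same criteria. It shared 9 of them with the authors' table and gave 0 miRNAs with an adjusted p under 0.05, against 30 with an unadjusted p under 0.05. The DESeq2 Wald test called 18 miRNAs and shared 12 with the authors' table. For each test, 6 of the shared miRNAs are among the 10 with an adjusted p under 0.05 in the authors' table. Those were high in control library b alone, as were miR-141-5p and miR-183-3p, which DESeq2 also shared. The edgeR test without a filter moved the count of calls most, to 35.
In the single libraries, both CUMS libraries were past 1.5 times the control mean, in the direction of the group difference, for 6 of the 22 miRNAs. These were miR-879-5p, miR-582-5p, miR-3103-5p, miR-3083-3p, miR-1264-3p and miR-217-5p. Each CUMS library was past 1.5 times each control library for 1 of them, miR-217-5p, whose precursor lies on chromosome 11 from 28763728 to 28763835 in an intron of a long noncoding RNA gene. It had 44 and 42 reads in the control libraries and 14 and 5 reads in the CUMS libraries. The CUMS libraries lay outside the range of the control libraries for 13 of the 22 miRNAs. By chance, 33.3% of miRNAs would show this with 2 libraries against 2, and 33.8% of the 719 did. The 22 were selected for their fold in these same libraries, so a higher share among them follows from the selection. Among the miRNAs of Table 3 with few reads, miR-218-2-3p had 11 and 4 reads in the control libraries and 26 and 10 in the CUMS libraries. The miRNA miR-6240 had 8 and 3 reads in control and 8 and 22 in CUMS. The miRNAs let-7a-1-3p and let-7c-2-3p had the same reads, 27 and 9 in control and 22 and 42 in CUMS.

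**Figure D1:**
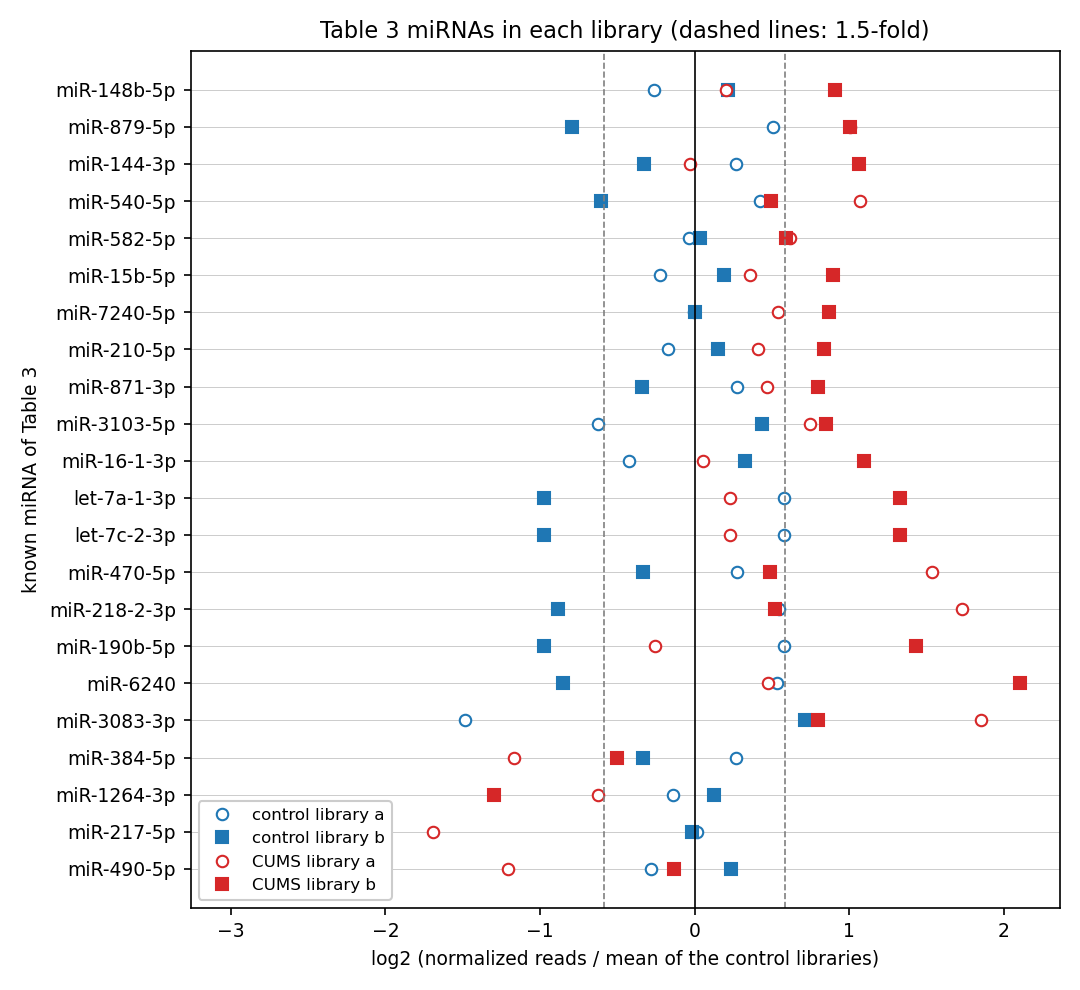
Known miRNAs of Table 3 in each library, as log2 of the normalized reads over the mean of the 2 control libraries; circles and squares are libraries a and b, blue is control and red is CUMS, and dashed lines mark a fold of 1.5. Both red symbols lie outside both blue symbols for 13 of the 22 miRNAs.

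The 10 miRNAs with an adjusted p under 0.05 in the authors' deposited table belong to the cluster of miR-183, miR-96 and miR-182 on chromosome 6 and the miR-200 clusters on chromosomes 4 and 6. They were chosen here after their values were seen. Each was high in a single library. For miR-182-5p, 3931 reads were counted in control library a and 962144 in control library b, against 5009 and 6566 in the CUMS libraries. For miR-141-3p, the reads were 28 and 5212 in control and 14 and 32 in CUMS.

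**Figure D2:**
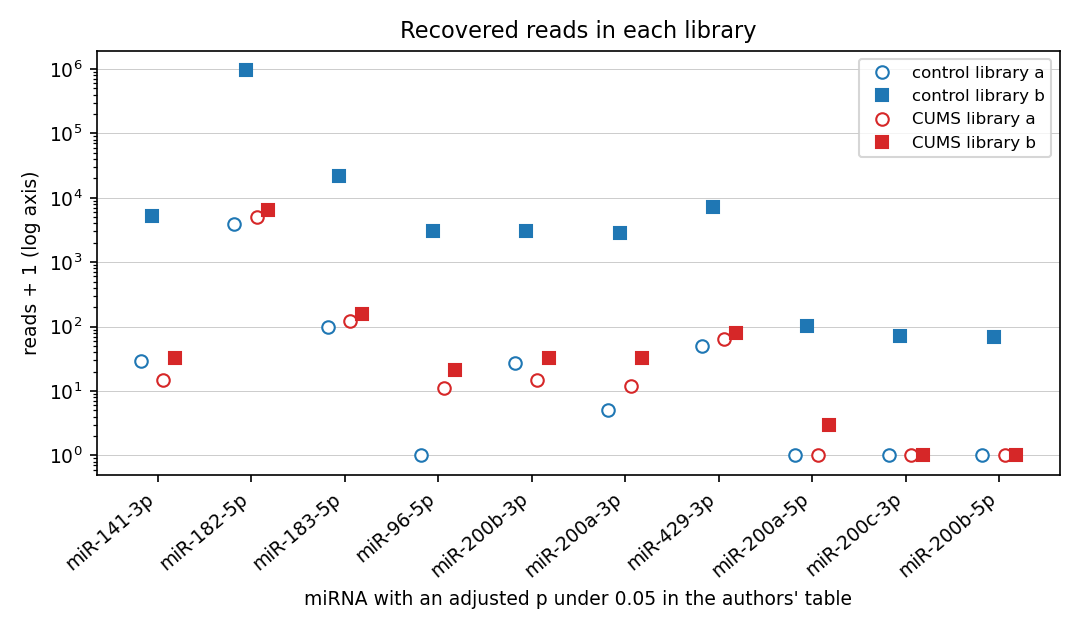
Recovered reads, with 1 added, of the 10 miRNAs with an adjusted p under 0.05 in the authors' deposited table, on a log axis, in each of the 4 libraries. Control library b is at least 23 times above each other library for every one of them, with counts under 3 taken as 3, and control library a lies near the CUMS libraries.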

The expression profile of miRNAs is presented in Table 3 if their expressions change above 1.5 fold in all of the depression-like mice versus controls. These upregulated miRNAs include certain known miRNAs (mmu-miR-148b-5p, mmu-miR-879-5p, mmu-miR-144-3p, mmu-miR-540-5p, mmu-miR-582-5p, mmu-miR-15b-5p, mmu-miR-210-5p, mmu-miR-871-3p, mmu-miR-3103-5p, mmu-miR-16-1-3p, mmu-miR-470-5p, mmu-miR-190b-5p, mmu-miR-384-5p and mmu-miR-490-5p), as well as some novel miRNAs (novel_mir_46, novel_mir_214 and novel_mir_213) with their stem loop structures by Miredp (S3 Fig). 

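Of the 14 known miRNAs in this list, 12 had a higher mean in CUMS than in control, and miR-384-5p and miR-490-5p had a lower one. The start and end that Table 3 gives for each known miRNA equal those of an annotated miRNA gene in GENCODE M21 on mouse genome build GRCm38. miR-148b-5p comes from a precursor on chromosome 15 from 103285125 to 103285221, in an intron of Copz1. It had 99 and 135 reads in the control libraries and 142 and 205 reads in the CUMS libraries. After division by the size factors, CUMS library a was slightly below control library b, at 134 against 135. The precursor of miR-540-5p lies between genes on chromosome 12 from 109586080 to 109586146. Its reads were 94 and 45 in control and 153 and 91 in CUMS, a log2 fold change of 0.81 (standard error 0.47, adjusted p = 0.998, DESeq2 Wald test on the recovered reads). miR-210-5p, between genes on chromosome 7 from 141221384 to 141221493, had 54 and 66 reads in control and 84 and 100 in CUMS. miR-871-3p, between genes on chromosome X from 66810428 to 66810504, had 58 and 37 reads in control and 69 and 77 in CUMS. miR-3103-5p, from chromosome 7 at 128288369 to 128288435 in an exon of BC017158, had 23 and 47 reads in control and 62 and 59 in CUMS. For these 3 miRNAs both CUMS libraries were above both control libraries. miR-16-1-3p, from chromosome 14 at 61631880 to 61631972 in an exon of Dleu2, had 20 and 33 reads in control and 29 and 53 in CUMS, and its groups overlapped. miR-470-5p, on chromosome X from 66813951 to 66814025, had 14 and 9 reads in control and 35 and 15 in CUMS. miR-190b-5p, on chromosome 3 from 90070020 to 90070099, had 12 and 4 reads in control and 7 and 20 in CUMS. With CUMS library b left out, the log2 fold change of miR-190b-5p was -0.26. The listed miRNAs that are not in miRBase were not analysed here.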

Their predicted target mRNAs well match the measures by mRNA sequencing based on the databases (PITA, Targetscan, RNA22 and miRDB) about the complex interactions between miRNAs and mRNAs (S4 Table). Table 4 shows the alternated miRNAs and their predicted-target mRNAs. 

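All 12 known miRNAs of Table 4 had a higher mean in CUMS. With each library left out in turn, from 10 to 12 of them remained higher in CUMS, and the 2 that did not were miR-144-3p and miR-190b-5p, each without CUMS library b. The seed of a miRNA is the stretch of 7 nt near its 5′ end, given in Table 3, that pairs with a target. The longest 3′ UTR of each target gene in GENCODE M21 was searched for the complement of the seed. Table 4 pairs the 12 known miRNAs with 13 genes in 26 pairs, and 18 pairs (69.2%) had at least 1 match. The 18 include miR-470-5p with Nr1d1, which Table 4 marks as lower in CUMS, while Table 1 and S4 Table give Nr1d1 as higher. Of the other 130 combinations of these miRNAs and genes, 17 (13.1%) had a match. The 130 include miR-144-3p with Mbp, which Table 5 lists as a predicted pair. The pairs of Table 4 were selected by prediction tools that use the seed, so a higher share among them follows from the selection. In the Arc 3′ UTR on chromosome 15, the match for miR-540-5p lies from 74669629 to 74669635, and in the Fos 3′ UTR on chromosome 12 the match for miR-470-5p lies from 85477235 to 85477241. The Gad2 3′ UTR on chromosome 2 matches miR-15b-5p from 22693530 to 22693536, with 0 matches for miR-3103-5p and miR-16-1-3p. No perfect match was found for miR-148b-5p in Slc6a11 or Mbp, miR-582-5p in Gng4, miR-210-5p in Mobp, miR-871-3p in Igsf1 or miR-16-1-3p in Ngfr. Sites without a perfect match of 7 nt were not searched here. The mRNA values were not analysed here.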

Table 5 shows the altered mRNAs and their correspondent miRNAs. 

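Slc6a11, which encodes the GABA transporter GAT-3, is the gene with the most miRNAs in Table 5. Its 3′ UTR is 2212 nt long and lies on chromosome 6. The complement of the miR-879-5p seed is at positions 486 to 492 of this 3′ UTR, counted from the base after the stop codon, which is chromosome 6 from 114248226 to 114248232, within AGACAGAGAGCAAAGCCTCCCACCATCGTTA. The match for miR-15b-5p is at positions 1740 to 1746, from 114249480 to 114249486, within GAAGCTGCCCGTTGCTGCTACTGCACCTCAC. The mutant 3′ UTRs of S5 Fig are labelled with the same positions. Matches were also found for miR-144-3p at 272 to 278, for miR-3103-5p at 1765 to 1771 and for miR-190b-5p at 2022 to 2028.

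**Figure D3:**
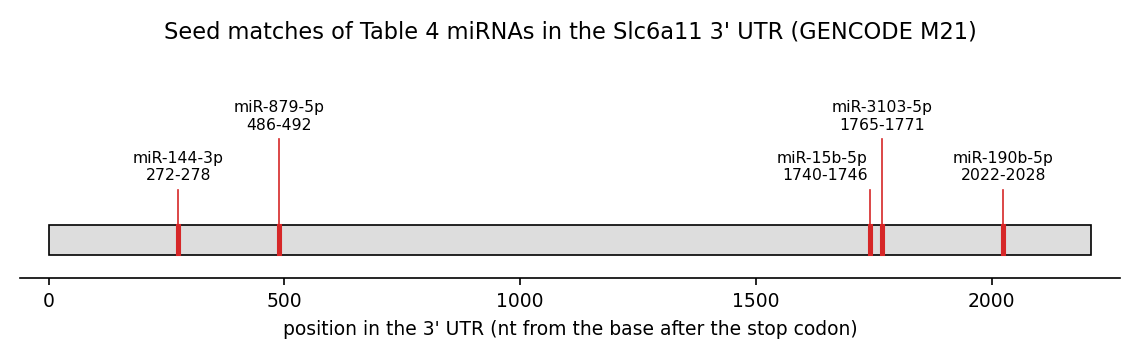
Map of the Slc6a11 3′ UTR in GENCODE M21, with position in nt from the base after the stop codon on the horizontal axis and red bars at perfect matches to the 7 nt seeds of Table 4 miRNAs. The 5 matches belong to miR-144-3p, miR-879-5p, miR-15b-5p, miR-3103-5p and miR-190b-5p.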

Interactive networks about the upregulated miRNAs and 150 overlapped mRNAs, which were based on transcriptome expression data and predicted target genes from four databases, were made in the Cytoscape (Fig 2). 

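Of the 22 known miRNAs of Table 3, 18 had a higher mean in CUMS than in control and 4 had a lower one. Among all 719 miRNAs with at least 5 reads in a library, 52.3% had a higher mean in CUMS. A fold above 1.5 was not rare in these libraries. With no limit on p, 161 miRNAs with a mean of at least 5 in a group passed it, 75 higher and 86 lower in CUMS. When each library was left out in turn, from 11 to 17 of the 22 were past a fold of 1.5 in their direction. For miR-7240-5p, which Table 3 lists and the text does not, the reads were 62 and 61 in control and 94 and 105 in CUMS, with both CUMS libraries above both control libraries. For miR-1264-3p, in an intron of Htr2c on chromosome X from 147010601 to 147010686, the reads were 58 and 68 in control and 43 and 24 in CUMS. The paper reasons that if the lower mRNAs of its transcriptome sequencing are caused by miRNAs, the miRNAs that correspond to them will be higher. It therefore sets the miRNAs with raised means beside their predicted target mRNAs.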

By reading Tables 1 and 3–5, we can find that the downregulations of mRNAs and the upregulations of miRNAs are well matched. The consistent results by associatively sequencing mRNAs and miRNAs validate our analyses and strengthen our conclusion.

**Fig 2:**
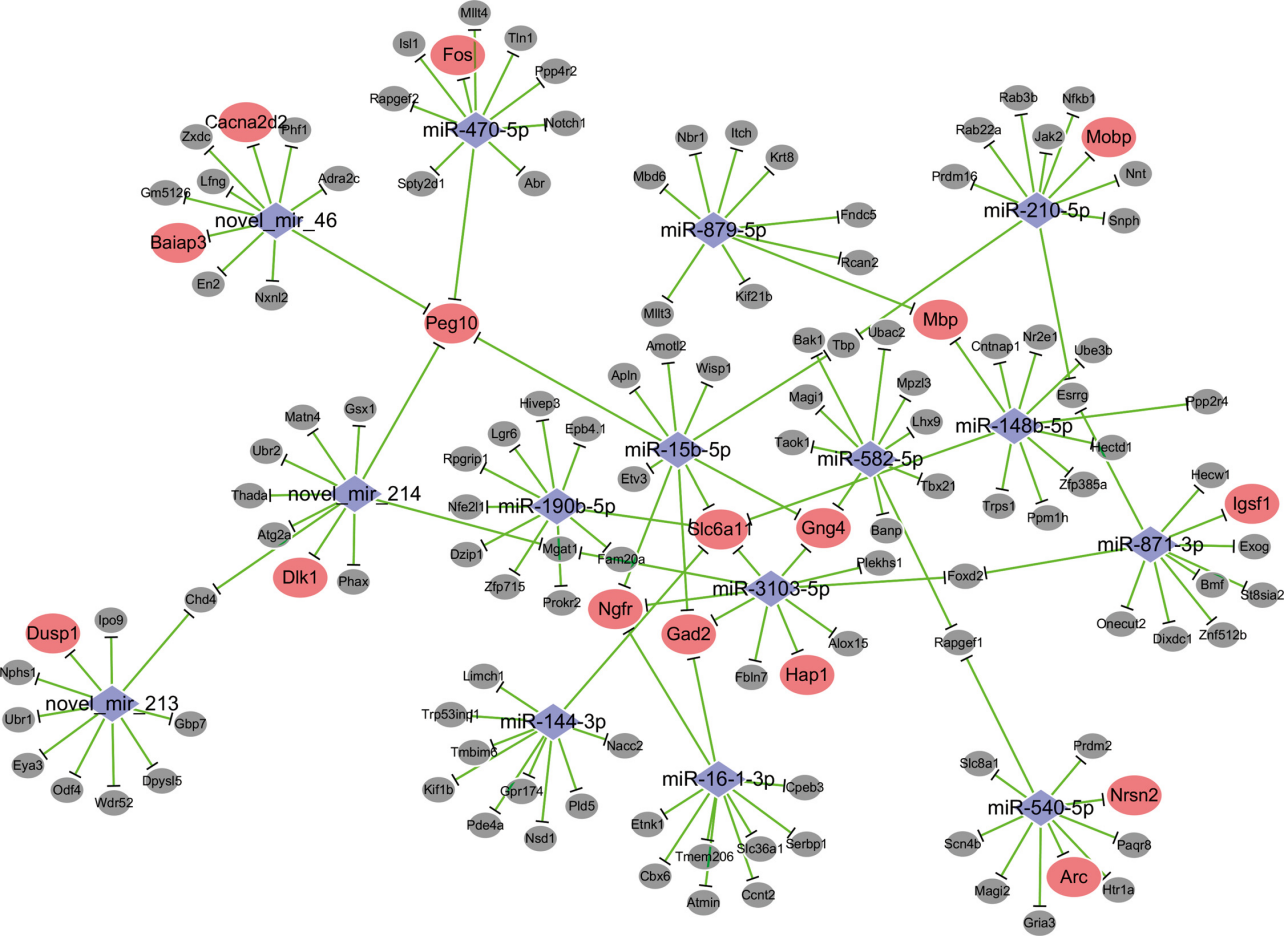
MicroRNA-mRNA network. microRNA/mRNA networks were constructed between the fifteen upregulated miRNAs and 150 overlapped mRNAs with using transcriptome expression data and predicted target genes from Targetscan, PITA, RNA22 and miRDB databases. Blue symbols present the elevated expression of miRNA in CUMS-induced depression mice. Red symbols present the downregulated genes that are miRNA-predicted and -targeted in CUMS-induced depression mice. Gray symbols show mRNAs that are slightly downregulated. Their negative relationship was represented by the green bars.

**Table 3:** miRNAs with quantitative change over 1.5 folds and their characteristics.

Known miRNA	Accession no	Means; Control	Means; CUMS	Fold change (CUMS/Control)	p-value	Chromosomal location (mouse)	Seed sequence
mmu-miR-148b-5p	MIMAT0017036	115.89	175.45	1.51	0.000393	chr15: 103285125–103285221 [+]	5'-aaguucu-3'
mmu-miR-879-5p	MIMAT0004842	719.47	1442.29	2.00	0.047942	chr5: 9375704–9375779 [+]	5'-gaggcuu-3'
mmu-miR-144-3p	MIMAT0000156	78.92	121.24	1.54	0.005340	chr11: 78073005–78073070 [+]	5'-acaguau-3'
mmu-miR-540-5p	MIMAT0004786	68.46	120.24	1.76	0.000003	chr12: 109586080–109586146 [+]	5'-aaggguc-3'
mmu-miR-582-5p	MIMAT0005291	73.19	111.12	1.52	0.001605	chr13: 109324744–109324824 [+]	5'-uacaguu-3'
mmu-miR-15b-5p	MIMAT0000124	63.87	100.30	1.57	0.007213	chr3: 69009772–69009835 [+]	5'-agcagca-3'
mmu-miR-7240-5p	MIMAT0028448	60.81	99.88	1.64	0.010544	chr8: 70798135–70798192 [+]	5'-uggagag-3'
mmu-miR-210-5p	MIMAT0017052	59.39	92.52	1.55	0.000017	chr7: 141221384–141221493 [–]	5'-gccacug-3'
mmu-miR-871-3p	MIMAT0017265	46.85	73.27	1.56	0.000011	chrX: 66810428–66810504 [–]	5'-gacuggc-3'
mmu-miR-3103-5p	MIMAT0014937	34.73	60.44	1.74	0.000865	chr7: 128288369–128288435 [–]	5'-gagggag-3'
mmu-miR-16-1-3p	MIMAT0004625	26.27	41.73	1.59	0.001608	chr14: 61631880–61631972 [–]	5'-caguauu-3'
mmu-let-7a-1-3p	MIMAT0004620	17.70	32.60	1.84	0.022997	chr13: 48538179–48538272 [–]	5'-uauacaa-3'
mmu-let-7c-2-3p	MIMAT0005439	17.70	32.60	1.84	0.002300	chr15: 85706603–85706697 [+]	5'-uauacaa-3'
mmu-miR-470-5p	MIMAT0002111	11.34	24.42	2.15	0.033824	chrX: 66813951–66814025 [–]	5'-ucuugga-3'
mmu-miR-218-2-3p	MIMAT0005444	7.37	17.53	2.37	0.016864	chr11: 35616816–35616925 [+]	5'-augguuc-3'
mmu-miR-190b-5p	MIMAT0004852	7.86	13.89	1.76	0.000257	chr3: 90070020–90070099 [+]	5'-gauaugu-3'
mmu-miR-6240	MIMAT0024861	5.41	15.42	2.85	0.020825	chr5: 114851948–114852064 [+]	5'-caaagca-3'
mmu-miR-3083-3p	MIMAT0014875	9.47	25.28	2.67	0.004859	chr17: 26948056–26948119 [–]	5'-ccgaaac-3'
mmu-miR-384-5p	MIMAT0004745	519.42	298.63	0.57	0.010486	chrX: 105344282–105344369 [–]	5'-guaaaca-3'
mmu-miR-1264-3p	MIMAT0014803	62.35	32.95	0.53	0.000058	chrX: 147010601–147010686 [+]	5'-aaaucuu-3'
mmu-miR-217-5p	MIMAT0000679	42.51	9.24	0.22	0.001059	chr11: 28763728–28763835 [+]	5'-acugcau-3'
mmu-miR-490-5p	MIMAT0017261	80.02	53.61	0.67	0.000251	chr6: 36421742–36421825 [+]	5'-cauggau-3'
novel_mir_46		48.68	108.08	2.22	0.026944	chr2:181459599–181459621	5'-agcgggc-3'
novel_mir_214	Only in CUMS		15.34	Inf	0.026173	chr4:41858835–41858855	5'-actgcct-3'
novel_mir_213	Only in CUMS		13.95	Inf	0.043573	chr3:121770702–121770723	5'-ctgagcc-3'
novel_mir_10	Only in control	32.27		Inf	0.000021	chr11:105913296–105913317	5'-ttgaaag-3'
novel_mir_39	Only in control	19.03		Inf	0.004927	chr1:25228756–25228777	5'-gctggac-3'
novel_mir_128	Only in control	17.31		Inf	0.008822	chr17:26948060–26948081	5'-aggctgg-3'
novel_mir_54	Only in control	14.13		Inf	0.035147	chr4:41858835–41858857	5'-actgcct -3'

**Table 4:** The changed miRNAs predict target mRNAs.

miRNAs	The predicted target mRNAs that match DEGs in transcriptome *
mmu-miR-148b-5p↑	Slc6a11(GAT-3)↓, Mbp↓
mmu-miR-879-5p↑	Slc6a11(GAT-3)↓, Mbp↓
mmu-miR-144-3p↑	Slc6a11(GAT-3)↓
mmu-miR-540-5p↑	Arc↓, Nrsn2↓
mmu-miR-582-5p↑	Gng4↓
mmu-miR-15b-5p↑	Slc6a11(GAT-3)↓, Gad2↓, Ngfr↓, Gng4↓, Peg10↓
mmu-miR-210-5p↑	Mobp↓
mmu-miR-871-3p↑	Igsf1↓
mmu-miR-3103-5p↑	Slc6a11↓(GAT-3), Hap1↓, Gng4↓, Ngfr↓, Gad2↓
mmu-miR-16-1-3p↑	Gad2↓, Ngfr↓
mmu-miR-470-5p ↑	Fos↓, Peg10↓, Nr1d1↓
mmu-miR-190b-5p↑	Slc6a11(GAT-3)↓
novel_mir_46 ↑	Baiap3↓, Cacna2d2↓, Peg10↓
novel_mir_214 ↑	Dlk1↓, Peg10↓
novel_mir_213↑	Dusp1↓
novel_mir_128↓	Flot2↑

* Note: The target mRNAs should be predicted by more than two softwares of PITA, Targetscan, RNA22 and miRDB, and then overlapped to DEGs in transcriptome sequencing.

**Table 5:** The changed mRNAs are regulated by miRNAs.

mRNAs	microRNAs that are predicted to act onto target mRNAs by more than 2 of PITA, Targetscan, RNA22 and miRDB
Slc6a11↓	mmu-miR-879-5p↑, mmu-miR-148b-5p↑, mmu-miR-144-3p↑, mmu-miR-15b-5p↑, mmu-miR-3103-5p↑, mmu-miR-190b-5p↑
Gad2↓	mmu-miR-15b-5p↑, mmu-miR-3103-5p↑, mmu-miR-16-1-3p↑
Gng4↓	mmu-miR-582-5p↑, mmu-miR-15b-5p↑, mmu-miR-3103-5p↑
Hap1↓	mmu-miR-3103-5p↑
Ngfr↓	mmu-miR-15b-5p↑, mmu-miR-3103-5p↑, mmu-miR-16-1-3p↑
Peg10↓	mmu-miR-15b-5p↑, mmu-miR-470-5p↑,novel_mir_46 ↑, novel_mir_214↑
Dusp1↓	novel_mir_213↑
Cacna2d2↓	novel_mir_46↑
Fos↓	mmu-miR-470-5p↑
Mbp↓	mmu-miR-148b-5p↑, mmu-miR-879-5p↑, mmu-miR-144-3p↑
Igsf1↓	mmu-miR-871-3p↑
Mobp↓	mmu-miR-210-5p↑
Nrsn2↓	mmu-miR-540-5p↑
Arc↓	mmu-miR-540-5p ↑
Dlk1↓	novel_mir_214↑
Baiap3↓	novel_mir_46 ↑
Flot2 ↑	novel_mir_128↓

Note: ↑ indicates up-regulation in the tissue of PFC from depression-like mice versus control mice, whereas ↓ represents down-regulation.

In order to validate the finding by miRNA sequencing analysis, four upregulated miRNAs (mmu-miR-879-5p, mmu-miR-582-5p, mmu-miR-144-3p, mmu-miR-15b-5p) were selected for doing qRT-PCR. 

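In the sequencing libraries, miR-879-5p had 1047 and 415 reads in control libraries a and b and 1531 and 1362 reads in CUMS libraries a and b. These are 99.4 and 38.5 CPM (counts scaled to the miRNA reads of the library) in control and 147 and 142 in CUMS. In the 95% Wilson intervals the lowest CUMS bound, 135 CPM, was above the highest control bound, 106 CPM. These intervals cover counting error only, not the spread between libraries. The control libraries differed more from each other than control library a did from either CUMS library. The precursor of miR-879 lies on chromosome 5 from 9375704 to 9375779, in an intron of 9330182L06Rik. Its p is 0.0479 in the authors' deposited table. On the recovered reads, edgeR gave a log2 fold change of 0.97 (adjusted p = 0.849) and DESeq2 one of 1.00 (standard error 0.32), and neither test passed an adjusted p of 0.05. The log2 fold change of miR-879-5p was 0.49 without control library b, below a fold of 1.5, and 1.80 without control library a. With both CUMS libraries above both control libraries, the two-sided exact permutation test gave its smallest possible p, 0.333. miR-582-5p, in an intron of Pde4d on chromosome 13 from 109324744 to 109324824, had 73 and 75 reads in control and 119 and 104 in CUMS. The spread between libraries of a group was the smallest among the 4 miRNAs, with a standard deviation of 0.04 on the log2 scale. So small a spread can be coincidence. The control libraries had 6.93 and 6.96 CPM, while the 95% Wilson interval of control library a alone ran from 5.51 to 8.71 CPM. The log2 fold change of miR-582-5p was 0.57 by edgeR with TMM, just below a fold of 1.5. By DESeq2 and in the authors' deposited table it was 0.60, just above that fold. miR-144-3p, between genes on chromosome 11 from 78073005 to 78073070, had 97 and 63 reads in control and 82 and 156 in CUMS, and its groups overlapped. Without CUMS library b its log2 fold change was -0.03. miR-15b-5p, in an intron of Smc4 on chromosome 3 from 69009772 to 69009835, had 56 and 73 reads in control and 87 and 112 in CUMS, with a DESeq2 log2 fold change of 0.64 (standard error 0.45). By the paper's criteria 1 of the 4 miRNAs passes in the authors' deposited table, miR-879-5p.

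**Figure D4:**
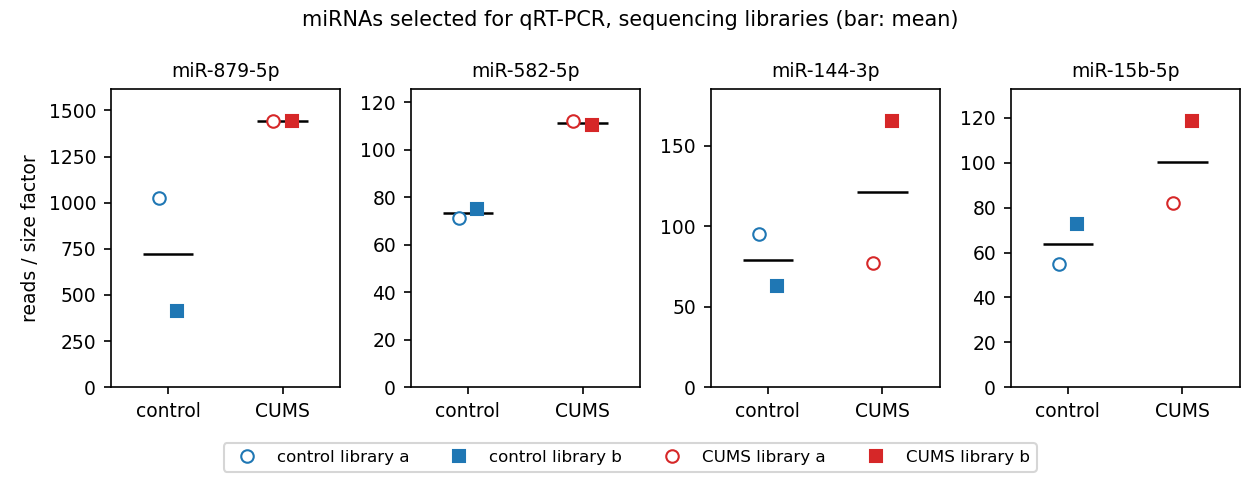
Normalized reads (reads divided by the size factor, vertical axes from 0) of the 4 miRNAs in the 2 control and 2 CUMS sequencing libraries, with a bar at each group mean. The groups are apart for miR-879-5p, miR-582-5p and miR-15b-5p and overlap for miR-144-3p.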

Consistent with high-throughput sequencing, these miRNAs are significantly increased in qRT-PCR from CUMS-induced depression mice, compared to control mice (S4F–S4I Fig). Their predicted target mRNAs match the actually downregulated mRNA in transcriptome. The consistent results from the analyses by miRNA sequencing and qRT-PCR also support the validation of our study.

### GAT-3 mRNA is the targets of miRNA-15b-5p and miRNA-879-5p

To validate the silico prediction (Tables 4 and 5), we selected miRNA-15b-5p and miRNA-879-5p to examine whether they targeted GAT3 by qRT-PCR and dual luciferase reporter assay. There are inverse correlations between these miRNAs and GAT3 from qRT-PCR analysis (S5A and S5B Fig). Furthermore, in dual luciferase report assay, we constructed luciferase reporter plasmids, which contained the wild-type or mutant 3′-UTRs of the predicted binding sites of the miRNAs in GAT-3. These reporter constructs were transfected into HEK293T cells. After miRNAs mimics or their negative controls are applied, the relative activities of luciferase reporter for the 3′-UTR of GAT-3 mRNA are significantly lowered by the mimics of miRNA-15b-5p (S5C Fig) or miRNA-879-5p (S5D Fig), which are reversed by mutating the binding sites of miRNA-15b-5p and miRNA-879-5p (S5C and S5D Fig). These results suggest that GAT-3 mRNA is the direct target of miR-15b-5p and miRNA-879-5p, which grants our bioinformatics analyses for the prediction of miRNA target genes.

### The comparisons among our data with other studies

The expressional alternations of depression-related miRNAs and mRNAs have been reported in current years [51–59]. From such data, some discrepancies are found, which may be due to these studies by using different experiment models, brain areas, animal species and/or analysis approaches. By data comparisons, we expect to figure out the direction of future studies based on their consistent results and to identify the model-specific or cortex-specific genes based on their differences. S5 Table demonstrates this comparison of the involved miRNAs in context of the experiment subjects, brain regions and analysis approaches.

## Discussion

By sequencing both mRNAs and miRNAs to merit their expression levels, we have analyzed the quantitative changes of total mRNAs and miRNAs in the medial prefrontal cortices from CUMS-induced depression mice versus control mice. mRNAs are downregulated that encode the neural processes, such as GABAergic synapse, dopaminergic synapse, synaptic vesicle cycle, axon growth, protein phosphorylation and amphetamine/morphine addiction. In the meantime, miRNAs that target such mRNAs are upregulated. The consistent results from sequencing mRNAs and miRNAs (Tables 1 and 3) as well as quantitative RT-PCR (S4 Fig) strengthen the results from our analyses to be confident. Furthermore, consistent results achieved from qRT-PCR and dual luciferase reporter assays strengthen bioinformatics analysis of miRNA target prediction (S5 Fig). It is noteworthy that a few of miRNAs and mRNAs change toward the same direction, which are not presented in current presentation (bold fonts in S4 Table).

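Known miRNAs with such pairs in S4 Table are miR-470-5p with Nr1d1, where both arrows point up, and miR-384-5p with Calb2 and miR-490-5p with Fos, where they point down. miR-384-5p, from a precursor between genes on chromosome X at 105344282 to 105344369, had 640 and 413 reads in the control libraries and 245 and 346 reads in the CUMS libraries. Both CUMS libraries were below both control libraries. Its log2 fold change was -0.84 by the edgeR quasi-likelihood test on the recovered reads and -0.80 by the DESeq2 Wald test (standard error 0.31, adjusted p = 0.573). The p in the authors' deposited table is 0.105. miR-490-5p, in an intron of Chrm2 on chromosome 6 from 36421742 to 36421825, had 42 and 59 reads in control and 23 and 43 in CUMS. CUMS library b lay between the control libraries, and the DESeq2 log2 fold change was -0.58 (standard error 0.62). With each library left out in turn, the log2 fold change stayed between -1.17 and -0.47 for miR-384-5p and between -1.21 and -0.14 for miR-490-5p.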

The attenuations of GABAergic neurons and synaptic transmission in the medial prefrontal cortex are indicated by the morphological and functional studies [34, 60–66]. These indications are supported by our analyses by sequencing mRNA and miRNAs (Tables 1–3 and Fig 2). As GABAergic neurons regulate the coordination and encoding ability of excitatory neurons [67–70], the attenuation of GABAergic neurons leads to the dysfunction of neuronal networks in the medial prefrontal cortex. Furthermore, our analyses indicate the attenuation of dopaminergic synapse, axonal growth and synaptic vesicle recycle. As we known, major depressive disorders are characterized as anhedonia and low self-esteem, which may result from the dysfunction of the neurons and synapses in the reward circuits, such as dopaminergic synapses and the degeneration of the axons in the medial prefrontal cortex and nucleus accumbens. This indication supports a current view about the deficiency of the reward circuits in psychological diseases, such as major depression, bipolar disorder and schizophrenia [71, 72].

Previous studies indicate a downregulation in the genes of synapse-related elements, GABAergic synapses and myelin-associated protein in depression-like rats or mice and depression patients, where the analytical methods of quantitative RP-PCR, microarray or *in situ* hybridization are used [52, 53, 56, 73]. This indication is also showed in our quantitative analysis by sequencing mRNAs from CUMS-induced depression mice. In addition to consistent indication, our analysis further implies the dysfunctions of dopaminergic synapses and protein phosphorylation signaling pathway, which bring new insight into molecular mechanism underlying major depressive disorders. This new finding may result from the application of mRNA sequencing method that is advanced to date.

Through sequencing miRNAs for their quantifications, we show that some known miRNAs (miR-148b-5p, miR-879-5p, miR-144-3p, miR-540-5p, miR-582-5p, miR-15b-5p, miR-210-5p, miR-871-3p, miR-3103-5p, miR-16-1-3p, miR-470-5p, miR-190b-5p, miR-384-5p and miR-490-5p) are upregulated in CUMS-induced depression mice (Table 3), which degrade mRNAs listed in Table 1. In other words, the analysis from miRNA sequencing is consistent to the analysis from mRNA sequencing. Furthermore, the upregulation in some of these miRNAs is indicated in previous analyses by quantitative RT-PCR, *in situ* hybridization or microarray in rats, mice or human beings (S4 and S5 Tables and [51, 54, 55, 57–59]). Thus, these consistencies indicate the validation of our study. On the other hand, our analysis shows that some novel miRNAs (novel_mir_46, novel_mir_214 and novel_mir_213) are upregulated in depression-like mice (Table 3), which in turn downregulate mRNAs that encode the calcium channels and intracellular Ca^2+^ signaling pathways. These alternations may lead to the neuron and synapse atrophies in major depressive disorders as the overload of intracellular Ca^2+^ and the activation of its signaling pathway lead to neuronal death [74–76].

It is noteworthy that certain differences can be read out between our analysis (Tables 1 and 3) and previous studies (S5 Table; [51–59]). These inconsistences may be due to the studies in these reports by using the different experimental models, brain regions and analysis methods. Moreover, many miRNAs in primate-specificity may be involved in these differences [77]. The quantitative alternations of miRNAs in some reports without the alternation of their targeted mRNAs in others may be caused by the following reasons. The changes in miRNAs may not reach the threshold to regulate their targeted mRNAs. Some miRNAs may alter with their targeted mRNAs in the same direction [46]. circRNAs act as miRNA sponges and positive regulators of miRNA-targeted genes [78–81]. On the other hand, the quantitative changes of mRNAs without the alteration of their correspondent miRNAs imply that the altered mRNAs are likely regulated by other epigenetic mechanisms, such as DNA methylation and repressive histone modification in the promoters. Therefore, the associated assessments of miRNAs and mRNAs by their sequencings in the brain regions from the mice with depression-related dysfunction [34] may examine the data validation and strengthen the conclusion. The consistence between our data and others should shed light on the future direction to study the pathological mechanisms and to explore therapeutic strategies for major depressive disorders [82].

## Supporting Information

S1 Fig Length distribution of small RNA library for control and CUMS groups. (PDF) Click here for additional data file.

S2 Fig Small RNA categories annotation for control and CUMS groups. (PDF) Click here for additional data file.

S3 Fig Stem loop structure and predicted mature sequence. (PDF) Click here for additional data file.

S4 Fig The validation of differentially expressed mRNAs and miRNAs in the medial prefrontal cortex (mPFC) from CUMS-induced depression mice versus control mice. (PDF) Click here for additional data file.

S5 Fig The miRNAs targeted mRNAs are validated by qRT-PCR and Luciferase reporter assay. (PDF) Click here for additional data file.

S1 Table qRT-PCR prime information. (DOCX) Click here for additional data file.

S2 Table Filtering transcriptome raw data and alignment. (DOCX) Click here for additional data file.

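The table named next follows the small RNA reads of each library through filtering, from the raw reads through the removal of reads without adaptor or insert, with adaptor contamination or shorter than a minimum length, to the clean reads. For the control libraries the clean reads were 14426548 and 14487369, and for the CUMS libraries they were 13838056 and 14046939. The clean reads hold all small RNA classes, so they are more than the reads counted on known miRNAs.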

S3 Table Filtering small RNA library raw data and quality control. (DOCX) Click here for additional data file.

S4 Table The network of microRNA and mRNA. 

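This table pairs each changed miRNA with its seed and with the differentially expressed mRNAs that at least 3 of 4 databases list as its targets. An arrow beside each name gives the direction of change in CUMS. Its arrows for the 12 known miRNAs of Table 4 point up, the direction of their recovered group means, and those of miR-384-5p and miR-490-5p point down.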

(XLSX) Click here for additional data file.

S5 Table miRNA changes in psychiatric disorders from other studies in comparison with our data. (DOCX) Click here for additional data file.

# Supplementary material for: Molecular Mechanism for Stress-Induced Depression Assessed by Sequencing miRNA and mRNA in Medial Prefrontal Cortex
**Source:** PLoS One. 2016 Jul 18;11(7):e0159093. doi: 10.1371/journal.pone.0159093
**Supplement:** S1 Fig

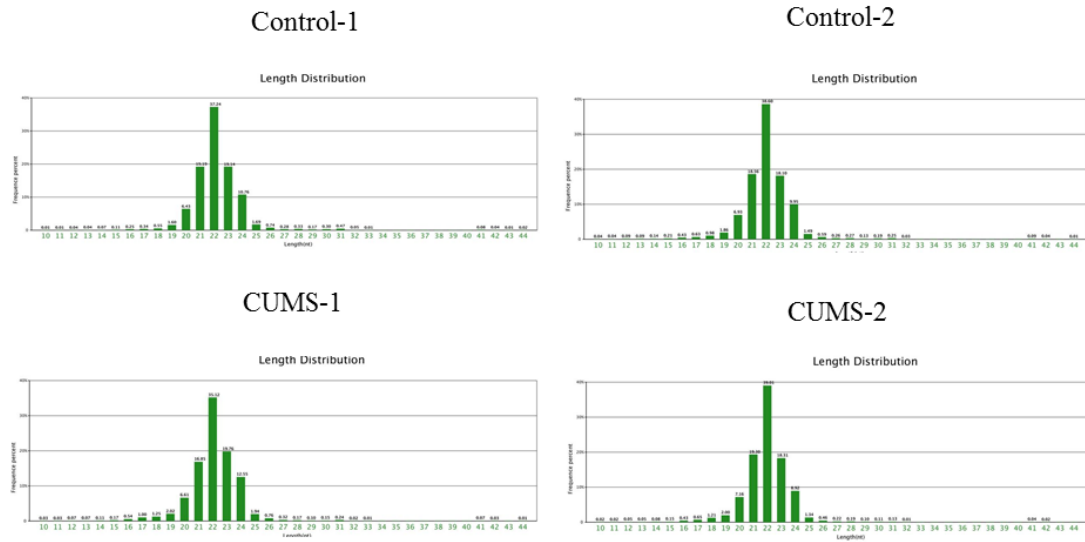

**S1 Fig. Length distribution of small RNA library for control and CUMS groups.** The distribution of nucleotide lengths of clean small RNA reads varied from 10 to 44 nucleotides in each library and the most abundant length was 22 nucleotides.

# Supplementary material for: Molecular Mechanism for Stress-Induced Depression Assessed by Sequencing miRNA and mRNA in Medial Prefrontal Cortex
**Source:** PLoS One. 2016 Jul 18;11(7):e0159093. doi: 10.1371/journal.pone.0159093
**Supplement:** S5 Fig

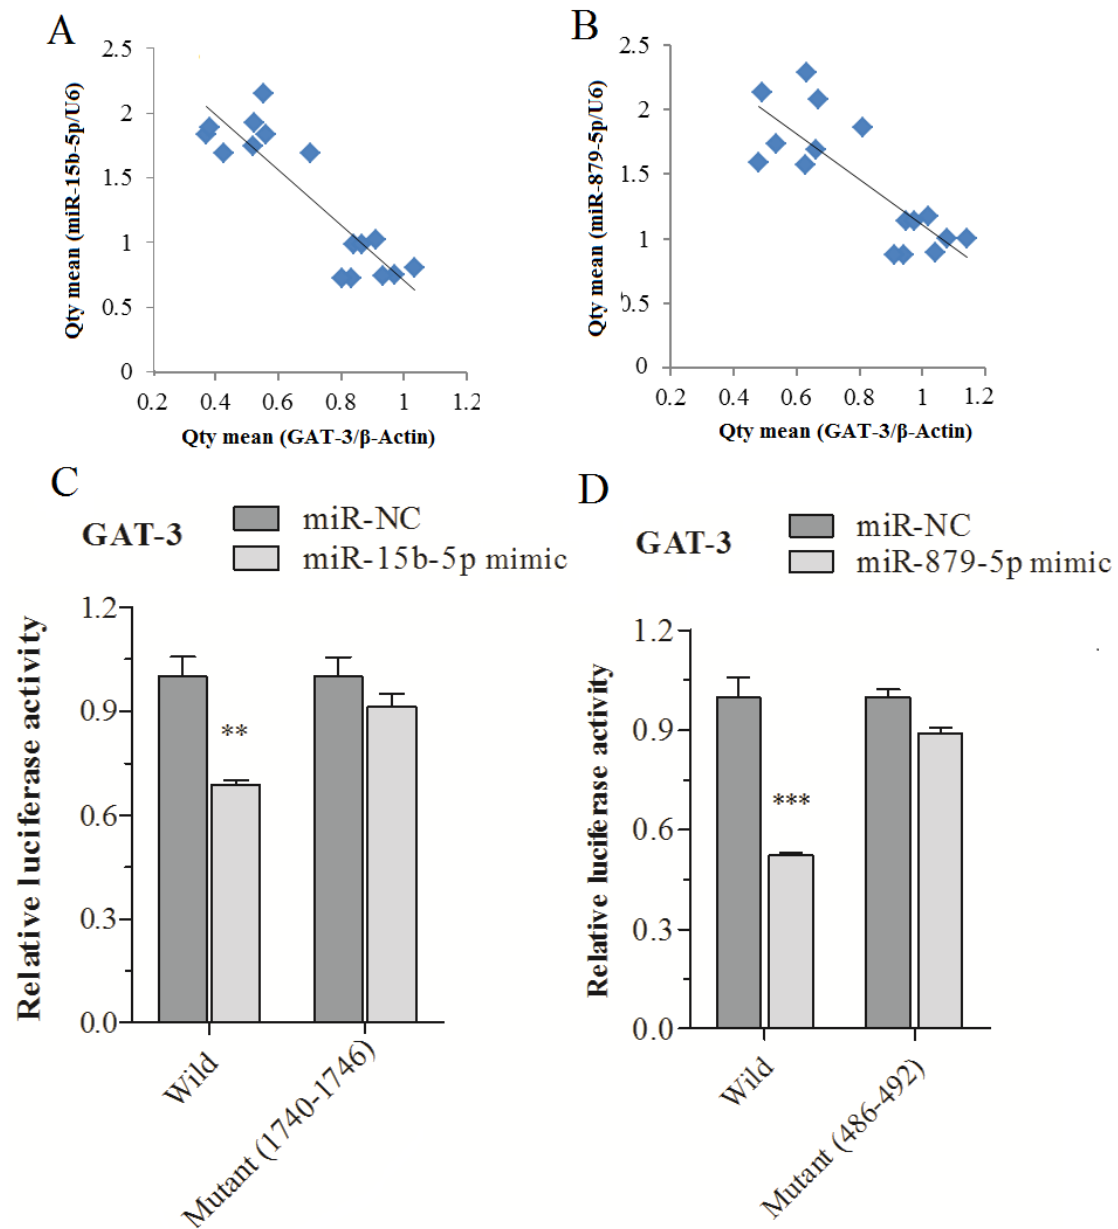

**S5 Fig. The miRNAs targeted mRNAs are validated by qRT-PCR and Luciferase reporter assay.** Correlation between miRNAs and its prediction target expression by qRT-PCR in PFC tissue. A) shows the correlation between GAT-3 and miR-15b-5p ( $r = -0.882$ ;  $p < 0.001$ ). B) shows the correlation between GAT-3 and miR-879-5p ( $r = -0.813$ ;  $p < 0.001$ ). C-D) Luciferase reporter assay is performed by the co-transfection of luciferase reporter containing wild or mutant 3'-UTR of GAT-3 mRNA with miRNA-15b-5p and

miRNA-879-5p mimic or their negative control (NC) into HEK293T cells. Data are the mean  $\pm$  SEM. qPCR of miRNAs and mRNAs were analyzed in 8 mice per group.

# Supplementary material for: Molecular Mechanism for Stress-Induced Depression Assessed by Sequencing miRNA and mRNA in Medial Prefrontal Cortex
**Source:** PLoS One. 2016 Jul 18;11(7):e0159093. doi: 10.1371/journal.pone.0159093
**Supplement:** S1 Table

**S1 Table. qRT-PCR prime information**

| Gene ID | Symbol | Accession | Prime sequence | Lengths | Tm (°C） |
| --- | --- | --- | --- | --- | --- |
| 15129 | Hbb-b1 | NM_001278161.1 | Forward 5′-CCGATGAAGTTGGTGGTGA-3′ | 103 | 60 |
|  |  |  | Reverse 5′-ATAGCAGAGGCAGAGGATAGGT-3′ |  |  |
| 217166 | Nr1d1 | AK137582.1 | Forward 5′-GCAAGGCAACACCAAGAAT-3′ | 176 | 60 |
|  |  |  | Reverse 5′-GCTGAGAAAGGTCACGGAA-3′ |  |  |
| 243616 | Slc6a11 | NM_172890.3 | Forward 5′-GCCACTGGAACAACAAGGT-3′ | 149 | 60 |
|  |  |  | Reverse 5′-TCCGCAGCAGATGAAAAA-3′ |  |  |
| 17196 | Mbp | NM_001025256.2 | Forward 5′-ACCATCCAAGAAGACCCCA-3′ | 192 | 60 |
|  |  |  | Reverse 5′-ACCCCTGTCACCGCTAAAG-3′ |  |  |
| 14415 | Gad1 | AF326547.1 | Forward 5'- GGGCTATGTTCCCCTTTATGT-3' | 184 | 60 |
|  |  |  | Reverse 5'-CCTTTCTATGCCGCTGAGT-3' |  |  |
| 11461 | beta (Actb) | NM_007393.3 | Forward 5'- CTACGAGGGCTATGCTCTCC-3' | 145 | 60 |
|  |  |  | Reverse 5'- TTTGATGTCACGCACGATTT-3' |  |  |
| 2828187 | GAPDH | XM_011241214.1 | Forward 5′-CGTCCCGTAGACAAAATGGT-3′ | 110 | 60 |
|  |  |  | Reverse 5′-TTGATGGCAACAATCTCCAC-3′ |  |  |

# Supplementary material for: Molecular Mechanism for Stress-Induced Depression Assessed by Sequencing miRNA and mRNA in Medial Prefrontal Cortex
**Source:** PLoS One. 2016 Jul 18;11(7):e0159093. doi: 10.1371/journal.pone.0159093
**Supplement:** S2 Table

**S2 Table. Filtering transcriptome raw data and Alignment**

| Sample Name | Clean reads | Genome map rate | Gene map rate | Expressed gene | Expressed transcripts | Expressed exon | Extend gene |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Ctl-1 | 45123294 | 78.84% | 72.17% | 16651 | 20372 | 189121 | 2636 |
| Ctl-2 | 45167958 | 79.41% | 73.41% | 16534 | 20228 | 188590 | 2585 |
| CUMS-1 | 45176416 | 79.62% | 74.53% | 16508 | 20183 | 186680 | 2588 |
| CUMS-2 | 45175652 | 79.58% | 72.58% | 16636 | 20335 | 188248 | 2590 |

# Supplementary material for: Molecular Mechanism for Stress-Induced Depression Assessed by Sequencing miRNA and mRNA in Medial Prefrontal Cortex
**Source:** PLoS One. 2016 Jul 18;11(7):e0159093. doi: 10.1371/journal.pone.0159093
**Supplement:** S3 Table

**S3 Table. Filtering small RNA library raw data and quality control**

| Control-1 |  |  | Control-2 |  |  |
| --- | --- | --- | --- | --- | --- |
| type | count | percent(%) | type | count | percent(%) |
| total_reads | 14756674 |  | total_reads | 14962143 |  |
| high_quality | 14728757 | 1 | high_quality | 14853735 | 1 |
| 3'adapter_null | 82529 | 0.0056 | 3'adapter_null | 95495 | 0.0064 |
| insert_null | 1100 | 0.0001 | insert_null | 3783 | 0.0003 |
| 5'adapter_contaminants | 11881 | 0.0008 | 5'adapter_contaminants | 31797 | 0.0021 |
| smaller_than_18nt | 145874 | 0.0099 | smaller_than_18nt | 296102 | 0.0199 |
| polyA | 4 | 0 | polyA | 10 | 0 |
| clean_reads | 14487369 | 0.9836 | clean_reads | 14426548 | 0.9712 |
| CUMS-1 |  |  | CUMS-2 |  |  |
| type | count | percent(%) | type | count | percent(%) |
| total_reads | 14297163 |  | total_reads | 14352726 |  |
| high_quality | 14285818 | 1 | high_quality | 14341362 | 1 |
| 3'adapter_null | 50744 | 0.0036 | 3'adapter_null | 33630 | 0.0023 |
| insert_null | 8221 | 0.0006 | insert_null | 2611 | 0.0002 |
| 5'adapter_contaminants | 41368 | 0.0029 | 5'adapter_contaminants | 21158 | 0.0015 |
| smaller_than_18nt | 347393 | 0.0243 | smaller_than_18nt | 236981 | 0.0165 |
| polyA | 36 | 0 | polyA | 43 | 0 |
| clean_reads | 13838056 | 0.9687 | clean_reads | 14046939 | 0.9795 |

# Supplementary material for: Molecular Mechanism for Stress-Induced Depression Assessed by Sequencing miRNA and mRNA in Medial Prefrontal Cortex
**Source:** PLoS One. 2016 Jul 18;11(7):e0159093. doi: 10.1371/journal.pone.0159093
**Supplement:** S5 Table

**S5 Table. miRNA changes in psychiatric disorders from other studies in comparison with our data**

| **miRNA** | **Psychiatric disease** | **Resourse** | **Modeling methods** | **Brain area** | **Assay technique** | | **Main Conclusion** | **References** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| miR-148b-5p ↑ | AD | Blood samples |  |  | | High-throughput sequencing | miR-148b-5p up-regulation in AD | ^1^ |
|  | SCZ | Post-mortem brain |  | PFC | | qRT-PCR | miR-148b up-regulation in SCZ | ^2^ |
|  | BD |  |  |  |  |  | miR-148b down-regulation in BD |  |
|  | ASD | Human |  | Cerebellar cortex | | Multiplex qPCR | miR-148b down-regulation in ASD | ^3^ |
|  | ASD | Human |  | Lymphoblastoid cell lines | | Microarray | miR-148b down-regulation in ASD | ^4^ |
|  | Depressed Suicide | Postmortem brain |  | PFC | | Multiplex RT-PCR plate | hsa-miR-148b down-regulation in in depressed suicide | ^5^ |
| miR-879-5p ↑ | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-879-5p up-regulation in depression model vs control | ^6^ |
| miR-144-3p ↑ | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-144-3p down-regulation depression model vs control | ^6^ |
| miR-540-5p ↑ | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-540-5p down-regulation im depression model vs control | ^6^ |
| mmiR-582-5p ↑ | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-582-5p up-regulation in depression model vs control | ^6^ |
| miR-210-5p ↑ | SCZ | Post-mortem brain |  | PFC | | qRT-PCR | miR-210 down-regulation in Schizophrenia | ^2^ |
|  | BD |  |  |  |  |  | miR-210 down-regulation in Bipolar Disorder |  |
|  | Depression-like behavior | Rat | LH | Frontal cortex | | TLDA array | miR-210 up-regulation in LH vs Controls | ^7^ |
|  | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-210-5p down-regulation in MDD vs control | ^6^ |
| miR-3103-5p ↑ | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-3103-5p up-regulation in depression model vs control | ^6^ |
| miR-15b-5p ↑ | Depression-like behavior | Rat | CUMS | Hippocampus | | Microarray | miR-15b down-regulation in depression model vs control | ^2^ |
| miR-15b-5p ↑ | SCZ | Human |  | PFC | | qRT-PCR | miR-15b down-regulation in SZ patients | ^2^ |
| miR-15b-5p ↑ | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-15b-5p up-regulation in depression model vs control | ^6^ |
| miR-15b-5p ↑ | SCZ | Human |  | Superior temporal gyrus | | Microarray, qRT-PCR | miR-15b up-regulation in SZ patients vs control | ^8^ |
| miR-16-1-3p ↑ |  |  |  |  |  |  |  |  |
| miR-16-1-3p ↑ | SCZ | Human |  | PFC | | TLDA array | miR-16 up-regulation in SZ patients vs control | ^9^ |
|  | Depression-like behavior | Rat | MD | Hippocampus | | qRT-PCR | miR-16 up-regulation in depression model vs control | ^10^ |
|  | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-16 up-regulation in depression model vs control | ^6^ |
| let-7a-1-3p ↑ | Depression-like behavior | Mice | immobilization stress | Hippocampal CA1 | | Spotted array | Whether under acute or chronic stress mmu-let-7a-1 was down | ^11^ |
|  |  | Rat | MD and CUMS | Hippocampus | | qRT-PCR | Higher Let-7a level in the hippocampus than control rats | ^10^ |
|  |  | Mice | CUMS | Hippocampus | | Microarray | Llet-7a up-regulation in depression model vs control | ^6^ |
| miR-470-5p ↑ | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-470-5p up-regulation in depression model vs control | ^6^ |
| miR-218-2-3p ↑ | Depression-like behavior | Mice | CUMS | Hippocampus | | Microarray | miR-218-2-3p up-regulation in depression model vs control | ^6^ |
| miR-190-5p ↑ | BD | Human |  | PFC | | qRT-PCR | miR-190b-5p down-regulation in BD patients | ^2^ |
|  | Depressed Suicide | Postmortem brain |  | PFC | | Multiplex RT-PCR plate | hsa-miR-190 down-regulation in depressed suicide | ^5^ |
|  |  |  |  |  | |  |  |  |

Abbreviations: ↑ indicates miRNA is up-regulation in the tissue of PFC from depression-like mice versus control mice, whereas ↓ represent down-regulation. AD, Alzheimer’s disease; SCZ, Schizophrenia; BD, Bipolar Disorder; ASD, Autism Spectrum Disorders; CUMS, Chronic unpredicted mild stress; MD, Maternal deprivation; LH, Learned helplessness, PFC, Prefrontal cortex

How the deposited data were processed for this re-analysis (not part of the article)

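Small RNA from the medial prefrontal cortex was sequenced in 2 libraries per group. The groups were depression-like mice after 3 weeks of CUMS and control mice. The paper does not state whether a library holds a single mouse or a pool. The sequencing of mRNAs, the miRNAs of Table 3 that are not in miRBase, qRT-PCR, the luciferase assays and the behaviour tests were not analysed here.

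The authors removed adaptor, low-quality and contaminant reads and reads of other noncoding RNAs, matched the remaining reads to the mouse precursors of miRBase without mismatches, and counted them per mature miRNA. The paper states that miRNAs with fewer than 5 reads were discarded in the comparison. The groups were compared with DESeq, whose version the paper's text does not name. The signal in the authors' deposited table is the mean normalized count of each group, that is the mean over the libraries of reads divided by DESeq size factors. The ratio or fold deposited with it is the CUMS mean over the control mean, and the authors also deposited its log2 value. The p-values the authors deposited are DESeq's unadjusted p and an adjusted p. The adjusted p equalled a Benjamini-Hochberg adjustment of the unadjusted p over the 1038 miRNAs. These include miRNAs with fewer than 5 reads, such as miR-200c-5p with 1 read in control library b alone. The filter of 5 reads was therefore not applied in the authors' deposited table. The columns carry no group names. They were assigned to control and CUMS because Table 3 prints their values under these headings. There are no columns of single samples in the table.

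The whole reads of each library were recovered from the group means. A mean over 2 libraries with different size factors is a sum of 2 whole numbers of reads, each times its own step. The steps were started from the 2 smallest values of each column and refined by least squares. The pair of whole numbers with the smallest residual was then taken for each miRNA. All 1038 values of both groups came out whole, 100%, with a relative residual under 1e-09. For 2 miRNAs of the control group, the next best pair came within 10 times the residual of the best one. The steps of the control group differ by 2.19% and those of the CUMS group by 12.5%, so a single step describes the control means nearly and the CUMS means poorly, and both were solved with 2 steps. The recovery was tested on 20 simulated columns of 1000 values, of which 100% were recovered. The median-of-ratios size factors of the recovered reads, which had no part in the recovery, equalled those in the steps. The libraries of a group are called a and b. They cannot be assigned to replicate numbers, so they are treated as unnumbered replicates. The depth was 10533646 and 10783592 reads on known miRNAs in the control libraries and 10427625 and 9589323 in the CUMS libraries, with 3 reads as the floor. A miRNA with few reads is measured with a large counting error at this depth.

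The main result for each comparison is the set of the authors' own calls at an unadjusted p under 0.05 and a fold above 1.5, with a mean of at least 5 in a group, because the table holds group means. A test of counts had been planned for the case of a count table. It was run on the recovered reads as an alternative chosen after seeing the data. These fits used edgeR 4.0.16 (quasi-likelihood test, TMM normalization, miRNAs with at least 5 reads in at least 1 library) and DESeq2 1.42.0 (Wald test) in R 4.3.3, with group as the factor. The p-values of both were adjusted by the Benjamini-Hochberg method. On simulated reads of 599 miRNAs, 200 of them changed by a fold of 4, edgeR called 190 (95.0%) of the changed and 4 of the unchanged miRNAs at an adjusted p under 0.05, and DESeq2 called 170 (85.0%) and 3. The simulated dispersion was 0.02 and was not estimated from the data. Most Table 3 miRNAs had folds below 4, so these shares do not give the power of the tests to find them. Recovery, counts and intervals were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Genes, host genes and 3′ UTRs came from GENCODE M21 on GRCm38, and the longest annotated 3′ UTR of a gene was used for seed matches.

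Choices set before the data were examined were the criteria above and the alternatives to them. These were the minimum mean, infinite folds, the fold and p thresholds, a rescaling of the group means to a median log2 ratio of 0 among miRNAs with a mean of at least 50, a fold with 1 added to both means, and leaving out each library. The miRNAs named are those of Table 3. The rule allowed up to 5 more, those with the smallest p among miRNAs past the paper's criteria that had a mean of at least 50 and both CUMS libraries on the same side of both control libraries. It added 0, and other miRNAs that are named were chosen after their values were seen.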

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

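All tests in this part were chosen only after the results were seen. The miRNAs are outside those the paper reports.

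The 10 miRNAs with an adjusted p under 0.05 in the authors' deposited table stand out because a single library, control library b, was far from the other 3. Its reads were 962144 for miR-182-5p, 21762 for miR-183-5p, 7082 for miR-429-3p, 5212 for miR-141-3p, 3083 for miR-200b-3p, 3010 for miR-96-5p, 2850 for miR-200a-3p, 101 for miR-200a-5p, 71 for miR-200c-3p and 69 for miR-200b-5p. All 10 belong to the cluster of miR-183, miR-96 and miR-182 and to the miR-200 clusters. The clusters took 9.32% of the reads of control library b, against 0.0393% in control library a and 0.0503% and 0.0722% in the CUMS libraries.

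A lowering by CUMS predicts that control library a also lies above both CUMS libraries, which held for 0 of the 10 miRNAs. The depth of control library b was 1.02 times that of control library a, far from the differences seen. The authors' normalization does not account for the difference, since the reads before division by size factors were at least 23 times above the next library. Of the 10, 0 had the same reads in all libraries as another miRNA. Reads shared in part need not give equal numbers, so this test cannot rule out shared reads. Marker miRNAs of choroid plexus, blood cells, skin, muscle and liver were listed from general knowledge. Of these 13 markers, 0 were far higher in control library b, set at 16 times, and the largest ratio was 1.89. Markers with many reads in every library, such as miR-486a-5p, miR-192-5p and miR-204-5p, could hardly rise that far. The test therefore rests on the markers with few reads. Another sample in place of this library predicts a departure across all miRNAs. Outside the clusters, over 353 miRNAs, its departure was 0.949 times that of the other libraries.

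RNA rich in these clusters in that one library may be the source. Of 3 further cluster miRNAs with more than 3 reads in a library, 3 were highest in control library b. The miRNAs were singled out for this pattern, so the pattern cannot be told apart from this explanation. With 1 library showing it, no effect of CUMS on these miRNAs is shown. Sources of such RNA other than the tissues of the marker miRNAs were not tested.

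miR-3072-3p and miR-7117-5p were higher in CUMS than in control. The reads of miR-3072-3p were 3 and 2 in the control libraries and 15 and 15 in the CUMS libraries, and those of miR-7117-5p were 0 and 0 in control and 12 and 6 in CUMS. Their p in the authors' deposited table is 0.0206 and 0.00506, with an adjusted p of 1 and 0.375. Both are also past the paper's criteria by edgeR with TMM and by DESeq2's Wald test on the recovered reads, with an adjusted p between 0.601 and 0.998. Reads in a single CUMS library are not the reason, since the number of these miRNAs whose CUMS libraries were not both above both control libraries was 0 of 2. The number of tests may explain them, because the authors' deposited table holds 17 miRNAs with p under 0.05, against 51.9 by chance for all its miRNAs and 36.0 for those with at least 5 reads in a library. These chance levels are rough, since miRNAs with few reads can hardly reach a small p. Of the 17, 12 belong to the clusters above. A response to CUMS cannot be told apart from chance for either miRNA.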

How the results depend on the processing

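The fits of edgeR and DESeq2 to the recovered reads, and every alternative for the count of Table 3 miRNAs past a fold of 1.5, were chosen after seeing the data. The cause of the changes below was not tested.

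By the paper's criteria the authors' deposited table gives 17 miRNAs. With a minimum mean of 5 in both groups there were 10, and with a minimum mean of 50 in a group there were 9. With the other settings of its thresholds, minimum mean, infinite folds and scaling the count was from 12 to 17. On the recovered reads, edgeR gave 24 miRNAs with TMM, 26 with DESeq2's size factors, 29 with total counts (13 higher and 16 lower), 35 without a filter, 30 with at least 5 reads in every library and 10 with a mean of at least 50. DESeq2's Wald test gave 18. Total counts moved the median log2 fold change of miRNAs with a mean of at least 50 to 0.10, so its higher miRNAs are to be read relative to that shift. The authors' calls, edgeR with TMM and DESeq2 shared 9 miRNAs. Most of these, miR-141-3p, miR-182-5p, miR-183-5p, miR-200a-3p, miR-200b-3p and miR-429-3p, are cluster miRNAs that were high in control library b alone. The rest were miR-217-5p, miR-3072-3p and miR-7117-5p.

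The number with an adjusted p under 0.05 was 10, and from 7 to 10 over the settings of the authors' deposited table. It was 0 in each of the 7 fits to the recovered reads. For miR-182-5p the standard deviation between libraries of a group was 3.99 on the log2 scale. Its unadjusted p was 4.64e-25 in the authors' deposited table, against 0.0296 by edgeR with TMM and 0.00564 by DESeq2's Wald test. A small p in the authors' deposited table therefore need not mean a difference beyond the spread between libraries. The counts at an unadjusted p under 0.05 in these fits were 30 with TMM, 33 with size factors, 39 with total counts, 24 with DESeq2, 41 without a filter, 37 with at least 5 reads in every library and 17 with a mean of at least 50. The smallest adjusted p lay between 0.109 and 0.849.

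Of the Table 3 miRNAs, 2 met the paper's criteria, 1 with a minimum mean of 50 and 1 with an unadjusted p under 0.01. edgeR gave 4 with TMM, 6 with size factors, 7 with total counts, 4 without a filter and 4 with at least 5 reads in every library. DESeq2 gave 3 and edgeR with a mean of at least 50 gave 2. Of the 4 miRNAs chosen for qRT-PCR, 1 met the criteria. By edgeR there were 0 with TMM (30 of all miRNAs had an unadjusted p under 0.05), 3 with total counts and 1 with DESeq2's size factors. DESeq2's Wald test gave 1. This count was not made for the edgeR fits with other filters. Of the Table 3 miRNAs, 21 were past a fold of 1.5, with 11 to 17 across the 4 fits that each left out a library and 19 to 21 under the other settings.

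Directions were kept more often than calls. Directions were compared under the rescaled means, 1 added to both means, each library left out, the edgeR fits with the 3 normalizations and DESeq2. Under these, miR-384-5p and miR-490-5p were lower in CUMS, and the 12 known miRNAs of Table 4 and the 4 chosen for qRT-PCR were higher, except miR-144-3p and miR-190b-5p without CUMS library b. Across the fits that each left out a library, the log2 fold change ranged from -0.032 to 1.07 for miR-144-3p and from -0.26 to 1.80 for miR-190b-5p, negative without CUMS library b. It ranged from -7.36 to 0.60 for miR-182-5p, from -7.27 to 0.54 for miR-183-5p, from -7.11 to 2.46 for miR-200a-3p and from -6.63 to 0.58 for miR-429-3p, positive without control library b. Without that library, miR-141-3p and miR-200b-3p stayed lower in CUMS, at -0.22 and -0.14. Of 317 comparisons of single miRNAs with an alternative, 268 stayed the same and 6 changed sign. Of the others, 19 moved by more than the spread between libraries, 14 came past the criteria and 10 fell short of them.

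No paired analysis was possible because the recovered libraries cannot be assigned to replicate numbers, so the replicate block was not run. The pseudocounts set for a table with values per library were not run, apart from the fold with 1 added to both means, and known miRNAs alone are what the table holds. The miRNAs of Table 3 that are not in miRBase were not analysed here. No calls were made with a library left out, because a group would have 1 library. Depth limits the miRNAs with few reads, such as miR-3083-3p with 2 and 9 reads in the control libraries.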

Differences from the paper's values

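The settings named here that use the recovered reads were chosen only after the result was seen.

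The p differs for 20 of the 22 known miRNAs of Table 3 and is larger in the authors' deposited table for all 20, by factors from 3.91 to 18362. The folds differ for 0 of the 22. The p-values in Table 3 and in the authors' deposited table are the paper's 0.000393 against 0.183 for miR-148b-5p, the paper's 0.005340 against 0.173 for miR-144-3p, the paper's 0.000003 against 0.0551 for miR-540-5p and the paper's 0.001605 against 0.160 for miR-582-5p. Further pairs, with the authors' deposited table second, are the paper's 0.007213 against 0.143 for miR-15b-5p, the paper's 0.010544 against 0.105 for miR-7240-5p, the paper's 0.000017 against 0.153 for miR-210-5p and the paper's 0.000011 against 0.171 for miR-871-3p. Next, with the authors' deposited table second, come the paper's 0.000865 against 0.105 for miR-3103-5p, the paper's 0.001608 against 0.255 for miR-16-1-3p, the paper's 0.022997 against 0.190 for let-7a-1-3p and the paper's 0.002300 against 0.190 for let-7c-2-3p. For lower counts, with the authors' deposited table second, they are the paper's 0.033824 against 0.132 for miR-470-5p, the paper's 0.016864 against 0.154 for miR-218-2-3p, the paper's 0.000257 against 0.431 for miR-190b-5p and the paper's 0.020825 against 0.137 for miR-6240. The remaining pairs, with the authors' deposited table second, are the paper's 0.004859 against 0.140 for miR-3083-3p, the paper's 0.010486 against 0.105 for miR-384-5p, the paper's 0.000058 against 0.0691 for miR-1264-3p and the paper's 0.000251 against 0.247 for miR-490-5p. No alternative set before the data were examined and run on the authors' deposited table recomputes a p. The p of miR-7240-5p by edgeR with total counts was 0.0102, and that of miR-384-5p by DESeq2's Wald test was 0.00908, both within 1.5 times the paper's value under settings chosen after seeing the values. The paper's p has the digits of the one in the authors' deposited table divided by 10 for miR-7240-5p and miR-384-5p, and by 100 for miR-582-5p.

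Means differ for a pair of miRNAs. For miR-490-5p the paper's means are 80.02 in control and 53.61 in CUMS, against 50.0 and 33.6 in the authors' deposited table. For miR-3083-3p the paper's means are 9.47 in control and 25.28 in CUMS, against 5.48 and 14.7 in the authors' deposited table. Of the alternatives set before the data were examined, the rescaling of the group means was compared with the paper's means. It moves all means of a group by one small factor and could not have closed these gaps.

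The paper lists all 22 miRNAs as changed by its criteria, and 2 meet them in the authors' deposited table. Among the other 20, settings chosen after seeing the data called miR-384-5p, miR-1264-3p and miR-7240-5p (edgeR with TMM, and without a filter), miR-210-5p and miR-582-5p in addition (edgeR with DESeq2's size factors), and miR-15b-5p, miR-210-5p, miR-582-5p, miR-1264-3p and miR-7240-5p (edgeR with total counts). With at least 5 reads in every library edgeR called miR-384-5p and miR-1264-3p, with a mean of at least 50 it called miR-384-5p and miR-7240-5p, and DESeq2's Wald test called miR-384-5p.

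The text of the paper lists miR-384-5p and miR-490-5p among the upregulated miRNAs. Their log2 fold changes in the authors' deposited table are -0.80 and -0.57, and S4 Table also shows them as lower. The paper describes Table 3 as holding miRNAs past a fold of 1.5 in all depression-like mice. Single mice cannot be checked here, since the paper does not state whether a library holds a single mouse or a pool. The check below is on libraries. Both CUMS libraries were past 1.5 times the control mean for 6 of the 22 miRNAs, and each CUMS library was past 1.5 times each control library for 1.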

Other observations

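The test of splits was chosen only after the result was seen. The tests of the other arm and of neighbours were set before their results were seen, apart from the counts with miR-217-3p and with arms shared between precursors.

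The 4 libraries can be split into pairs in 3 ways. edgeR with TMM called 24 miRNAs by the paper's criteria for control against CUMS, and 16 and 32 for the other splits, so 2 of the 3 splits gave as many. A share under 0.333 is not possible with 3 splits, and the calls cannot be told apart from a grouping at random.

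If the precursor as a whole changed, its other arm would change in the same direction. This held for 8 of the 11 Table 3 miRNAs whose other arm is listed for the same precursor, with at least 5 reads in a library and reads in both groups (exact binomial p = 0.227, and 10 would be needed for a p under 0.05). With miR-217-3p added, which had 5 and 3 reads in control and 0 and 0 in CUMS, it held for 9 of 12 (exact binomial p = 0.146). For 4 more Table 3 miRNAs the other arm is listed under a name that more than 1 precursor shares, namely miR-16-5p, let-7a-5p, let-7c-5p and miR-218-5p. Of these, 1 changed in the same direction, miR-218-5p. The median log2 change of the other arm in the direction of the Table 3 miRNA was 0.23, against a median of 0.81 for the Table 3 miRNAs. For miR-148b-5p the other arm moved in the opposite direction, with 644 and 696 reads in control and 524 and 665 in CUMS.

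If a shared primary transcript changed, miRNAs within 10 kb on the same strand would move together. Of 19 neighbours with a mean of at least 50 reads, 15 changed in the direction of the Table 3 miRNA (exact binomial p = 0.0192), with a median log2 change of 0.05. Of the 19, 13 are neighbours of a single miRNA, so they do not count as separate tests, and a shared transcript cannot be told apart from chance here.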
